# Disturbed intramitochondrial phosphatidic acid transport impairs cellular stress signaling

**DOI:** 10.1016/j.jbc.2021.100335

**Published:** 2021-01-23

**Authors:** Akinori Eiyama, Mari J. Aaltonen, Hendrik Nolte, Takashi Tatsuta, Thomas Langer

**Keywords:** mitochondria, endoplasmic reticulum, phospholipid, lipid transfer, Ups1, PRELID1, unfolded protein response, TORC1, yeast, CL, cardiolipin, ER, endoplasmic reticulum, IM, inner membrane, OM, outer membrane, PA, phosphatidic acid, PC, phosphatidylcholine, PE, phosphatidylethanolamine, PI, phosphatidylinositol, qMS, quantitative mass spectrometry, TORC1, target of rapamycin complex 1, UPR, unfolded protein response, UPRE, UPR element

## Abstract

Lipid transfer proteins of the Ups1/PRELID1 family facilitate the transport of phospholipids across the intermembrane space of mitochondria in a lipid-specific manner. Heterodimeric complexes of yeast Ups1/Mdm35 or human PRELID1/TRIAP1 shuttle phosphatidic acid (PA) mainly synthesized in the endoplasmic reticulum (ER) to the inner membrane, where it is converted to cardiolipin (CL), the signature phospholipid of mitochondria. Loss of Ups1/PRELID1 proteins impairs the accumulation of CL and broadly affects mitochondrial structure and function. Unexpectedly and unlike yeast cells lacking the CL synthase Crd1, Ups1-deficient yeast cells exhibit glycolytic growth defects, pointing to functions of Ups1-mediated PA transfer beyond CL synthesis. Here, we show that the disturbed intramitochondrial transport of PA in *ups1*Δ cells leads to altered unfolded protein response (UPR) and mTORC1 signaling, independent of disturbances in CL synthesis. The impaired flux of PA into mitochondria is associated with the increased synthesis of phosphatidylcholine and a reduced phosphatidylethanolamine/phosphatidylcholine ratio in the ER of *ups1*Δ cells which suppresses the UPR. Moreover, we observed inhibition of target of rapamycin complex 1 (TORC1) signaling in these cells. Activation of either UPR by ER protein stress or of TORC1 signaling by disruption of its negative regulator, the Seh1-associated complex inhibiting TORC1 complex, increased cytosolic protein synthesis, and restored glycolytic growth of *ups1*Δ cells. These results demonstrate that PA influx into mitochondria is required to preserve ER membrane homeostasis and that its disturbance is associated with impaired glycolytic growth and cellular stress signaling.

The functional integrity of mitochondria depends on characteristic lipid compositions of their membranes, the mitochondrial outer and inner membrane (OM and IM) (1, 2). This is exemplified by the hallmark lipid of mitochondria, cardiolipin (CL), which is pivotal for the structure and function of mitochondria. CL maintains respiration and cristae morphogenesis, ensures protein biogenesis and affects the fusion and fission of mitochondrial membranes (3, 4, 5, 6). Altered CL levels in the OM modulate mitophagy and apoptosis (7, 8, 9, 10, 11). Hence, reduced levels and aberrant acylation or peroxidation of CL compromise mitochondrial activities and are associated with aging and various pathophysiological conditions, including cardiomyopathies, skeletal myopathies, ataxias, or nonalcoholic fatty liver disease (12, 13, 14, 15).

CL is synthesized along an enzymatic cascade at the IM from phosphatidic acid (PA), which is mainly synthesized in the endoplasmic reticulum (ER) and imported into mitochondria (16). Although it has been reported that PA can be produced in mitochondrial membranes by phospholipases and kinases (17, 18), the maintenance of mitochondrial lipid homeostasis requires extensive exchange of phospholipids between the ER and mitochondria (19, 20). Similar to other membrane lipids, PA is transported from the ER to the OM at membrane contact sites, which facilitate the bi-directional transport of phospholipids between both organelles. Studies on the cellular distribution of newly synthesized phosphatidylserine (PS) revealed that phospholipid transfer to mitochondria can be driven by localized synthesis (21, 22). After reaching the OM, phospholipids are transported across the intermembrane space by conserved, lipid-specific lipid transfer proteins (23, 24, 25, 26, 27, 28), which likely act in concert with MICOS membrane tethering complexes (24). Heterodimeric complexes of yeast Ups1 (human PRELID1) and Mdm35 (human TRIAP1) serve as PA-specific lipid transfer proteins (23, 26). Crystal structures of various members of the conserved Ups1/PRELID1 family of lipid transfer proteins show an internal lipid binding pocket, which is surrounded by a β-sheet and α-helices, reminiscent of other classes of lipid transfer proteins (29, 30, 31, 32). Loss of Ups1 or PRELID1 in yeast or human cells, respectively, inhibits intramitochondrial PA transport and limits CL synthesis at the IM, which is accompanied by mitochondrial deficiencies, such as impaired respiration and mitochondrial fragmentation, and increases the susceptibility of the cells toward apoptotic stimuli (23, 26, 33, 34, 35).

High levels of PRELID1 and TRIAP1 were identified as an unfavorable prognostic marker in cancer (36). As cancer cells are often glycolytic, it is noteworthy that yeast cells lacking Ups1 also exhibit slow growth in glucose media (23, 34, 35). This phenotype is difficult to reconcile with reduced CL levels only, as cells lacking the CL synthase Crd1 in mitochondria grow normally in glucose-containing media although they are virtually devoid of CL (37). It therefore appears that the inhibition of intramitochondrial PA transport upon loss of Ups1 does not only perturb the mitochondrial membrane homeostasis but also causes deficiencies presumably beyond mitochondrial functions. Here, we demonstrate that a disturbed intramitochondrial transport of PA affects TORC1 signaling and alters the phospholipid homeostasis of the ER membrane modulating the unfolded protein response (UPR).

## Results

### The loss of Ups1 impairs basal UPR

To examine how the loss of Ups1 affects cell growth under glycolytic conditions, we used quantitative mass spectrometry (qMS) to determine the phospholipid profile of cellular membranes in wild-type and *ups1*Δ cells which were grown in glucose-containing media. In agreement with previous findings (23, 34), we observed reduced CL levels in *ups1*Δ cells, reflecting impaired PA transport to CL-synthesizing enzymes at the IM (Fig. 1, *A* and *B* and Fig. S1*A*). We also noted a significant increase of phosphatidylcholine (PC) and a decrease of phosphatidylethanolamine (PE), resulting in a low PE/PC ratio in cellular membranes (Fig. 1, *A*–*C* and Fig. S1*A*). Unexpectedly, deletion of *UPS1* also affected the phospholipid composition of ER membranes. We observed an increased total phospholipid content of an ER-enriched membrane fraction, which was accompanied by a significant increase of PC and phosphatidylinositol (PI) (Fig. 1, *D* and *E* and Fig. S1*B*), and a low PE/PC ratio (Fig. 1*F*).

**Figure 1:**
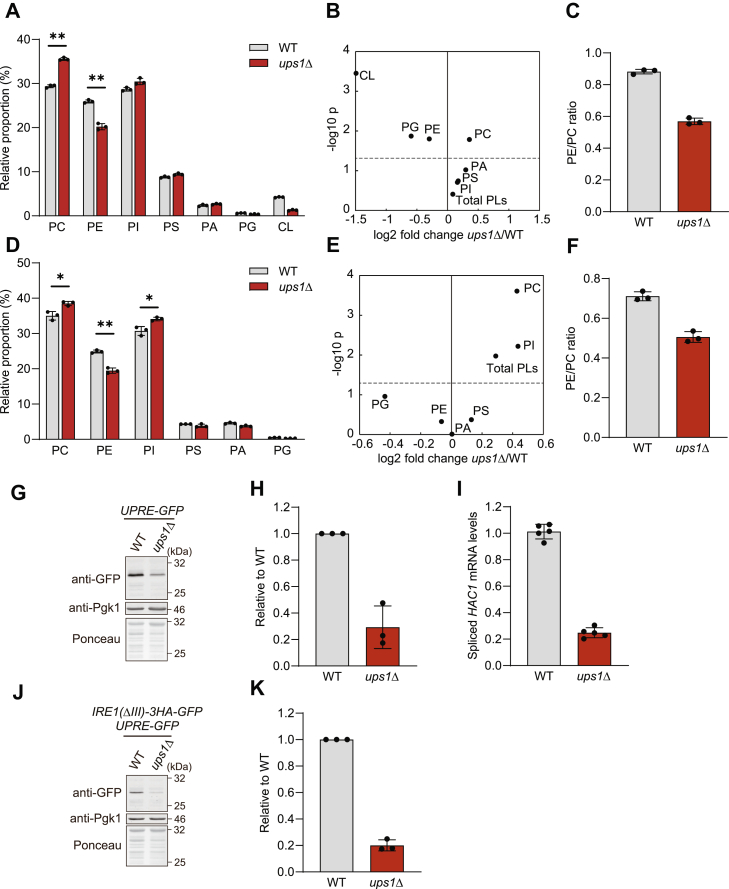
**ER phospholipid composition is altered in *ups1*Δ cells**. *A*, phospholipid composition in whole cell of wild-type (WT) and *ups1*Δ cells grown to log phase in SCD medium. Data represent mean ± SD (n = 3). ∗∗*p* < 0.01. *B*, changes in the absolute abundance of phospholipids in whole cell of *ups1*Δ. Data represented as log2 fold change at *x*-axis with −log 10 *p* value of student's *t* test at *y*-axis. *Dashed line* represents *p* = 0.05. *C*, PE/PC ratio of WT and *ups1*Δ cells. *D*, phospholipid composition in ER-enriched microsome fraction from WT and *ups1*Δ cells grown to log phase in SCD medium. Data represent mean ± SD (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01. *E*, changes in the absolute abundance of phospholipids in ER-enriched microsome fraction of *ups1*Δ. Data represented as log2 fold change at *x*-axis with −log 10 *p* value of Student's *t* test at *y*-axis. *Dashed line* represents *p* = 0.05. *F*, PE/PC ratio in ER-enriched microsome fraction from WT and *ups1*Δ cells. *G*, WT and *ups1*Δ cells expressing *4xUPRE-GFP* grown to log phase in SCD medium were subjected to Western blotting. Pgk1 and ponceau staining were monitored as a loading control. *H*, GFP in (*G*) was quantified. GFP signals were normalized to Pgk1 and expressed relative to WT cells (set as one). Data represent mean ± SD (n = 3). *I*, WT and *ups1*Δ cells were grown to log phase in SCD medium. Spliced *HAC1* mRNA expression was analyzed by real time PCR and normalized to *ACT1* mRNA expression. Data represent mean ± SD (n = 5). *J*, WT and *ups1*Δ cells expressing Ire1(ΔIII)-3HA-GFP and *4xUPRE-GFP*grown to log phase in SCD medium were subjected to Western blotting. *K*, GFP in (*J*) was quantified as described in (*H*). Data represent mean ± SD (n = 3). ER, endoplasmic reticulum; PC, phosphatidylcholine; PE, phosphatidylethanolamine; SCD, synthetic complete glucose; UPRE, UPR element.

Previous studies have reported that an increased PE/PC ratio in ER membranes activates the UPR independent of protein stress (38, 39, 40, 41). We therefore monitored UPR induction in *ups1*Δ cells harboring GFP under the control of the UPR element (UPRE) in their genome (42). Whereas GFP accumulated in wild-type cells under basal conditions, GFP expression was decreased in cells lacking Ups1 which were grown in glucose- (Fig. 1, *G* and *H*) or galactose-containing media (Fig. S1, *C* and *D*). Moreover, we observed reduced mRNA levels of spliced *HAC1*, encoding a transcription factor involved in UPR (Fig. 1*I*) (43, 44, 45). We therefore conclude that basal gene expression under the control of UPRE is suppressed in *ups1*Δ cells. Notably and in contrast to *ups1*Δ cells, cells lacking other enzymes involved in CL synthesis (such as Tam41, Pgs1, or Crd1) did not show significant reduction of the GFP expression under UPRE (Fig. S1, *E–H*), pointing that CL defect per se does not lead to the suppression of UPR.

A central sensor of UPR is the ER kinase Ire1, which senses unfolded proteins in the ER lumen as well as lipid bilayer stress in the membrane (43, 46, 47, 48). To assess the contribution of lipid bilayer stress specifically, we exploited the previously described ΔIII mutant of Ire1, which is able to sense lipid bilayer stress but not unfolded ER proteins (49, 50). Cells expressing Ire1(ΔIII) recapitulated the suppression of the UPR by the loss of Ups1 (Fig. 1, *J* and *K*). These results suggest that the altered phospholipid composition of ER membranes limits UPR activation in *ups1*Δ cells.

### Increased PC levels cause suppression of basal UPR

To examine how a decreased PE/PC ratio in ER membranes affects UPR, we induced *de novo* synthesis of PC via the Kennedy pathway by supplementing the growth medium with choline (51) and monitored UPR activity. Choline supplementation increased PC levels in ER-enriched membrane fractions of wild-type cells and led to a lower PE/PC ratio in these membranes (Fig. 2, *A* and *B*). Similar to cells lacking Ups1, the decreased PE/PC ratio in ER membranes was accompanied by an impaired basal UPR (Fig. 2, *C* and *D*), which was not altered in cells expressing mutant Ire1(ΔIII) (Fig. 2, *E* and *F*). We conclude from these experiments that the basal UPR is impaired if the PE/PC ratio in ER membranes is decreased, whereas an increased PE/PC ratio in ER membranes induces the UPR (41).

**Figure 2:**
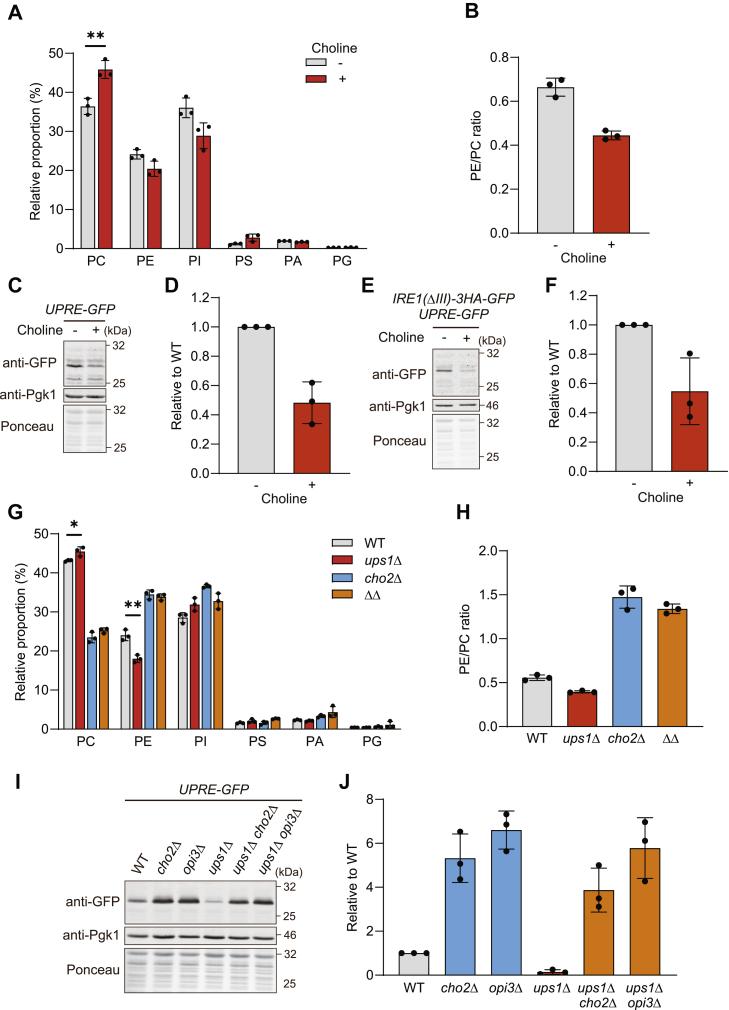
**Basal UPR is suppressed in high PC levels**. *A*, phospholipid composition in ER-enriched microsome fraction from wild-type (WT) cells grown to log phase in SCD medium with or without 1 mM choline. Data represent mean ± SD (n = 3). *B*, PE/PC ratio in ER-enriched microsome fraction from WT with or without choline. *C*, WT cells expressing *4xUPRE-GFP* grown to log phase in SCD medium with or without 1 mM choline were subjected to Western blotting. Pgk1 and ponceau staining were monitored as a loading control. *D*, GFP in (*C*) was quantified. GFP signals were normalized to Pgk1 and expressed relative to WT cells (set as one). Data represent mean ± SD (n = 3). *E*, WT cells expressing Ire1(ΔIII)-3HA-GFP and *4xUPRE-GFP* grown to log phase in SCD medium with or without 1 mM choline were subjected to Western blotting. *F*, GFP in (*E*) was quantified as described in (*D*). Data represent mean ± SD (n = 3). *G*, phospholipid composition in ER-enriched microsome fraction from WT, *ups1*Δ, *cho2*Δ and *ups1*Δ*cho2*Δ (ΔΔ) cells grown to log phase in SCD medium. Data represent mean ± SD (n = 3). ∗*p* < 0.05, ∗∗*p* < 0.01. *H*, PE/PC ratio of ER-enriched microsome fraction from WT, *ups1*Δ, *cho2*Δ and *ups1*Δ*cho2*Δ (ΔΔ) cells. *I*, WT, *cho2*Δ, *opi3*Δ, *ups1*Δ, *ups1*Δ*cho2*Δ, and *ups1*Δ*opi3*Δ cells expressing *4xUPRE-GFP* grown to log phase in SCD medium were subjected to Western blotting. *J*, GFP in (*I*) was quantified as described in (*D*). Data represent mean ± SD (n = 3). ER, endoplasmic reticulum; PC, phosphatidylcholine; PE, phosphatidylethanolamine; SCD, synthetic complete glucose; UPR, unfolded protein response; UPRE, UPR element.

To unambiguously demonstrate that Ups1 affects UPR activation by modulating the phospholipid profile in ER membranes, we manipulated the PE/PC ratio in *ups1*Δ cells genetically. Yeast cells lacking Cho2 or Opi3, which are required for synthesis of PC from PE (51), accumulate PE relative to PC (Fig. 2*G*). Accordingly, deletion of *CHO2* or *OPI3* induces the UPR (41). We therefore deleted *CHO2* or *OPI3* in *ups1*Δ cells, which strongly increased the PE/PC ratio in an ER-enriched membrane fraction (Fig. 2, *G* and *H*). This was accompanied by UPR activation in the absence of Ups1 (Fig. 2, *I* and *J*). Thus, *ups1*Δ cells maintain the ability to induce the UPR upon lipid bilayer stress, but the reduced PE/PC ratio in the ER membrane of *ups1*Δ cells impairs the UPR under basal conditions.

### UPR activation restores glycolytic growth of ups1Δ cells

Having established the link between Ups1 and UPR activation, we examined in further experiments whether the reduced UPR activity can explain the impaired glycolytic growth of *ups1*Δ cells. We therefore treated *ups1*Δ cells with tunicamycin, an inhibitor of protein glycosylation, which causes ER protein stress and induces the UPR. Treatment with tunicamycin activated the UPR both in wild-type and in *ups1*Δ cells (Fig. 3*A*) and allowed growth of *ups1*Δ cells on fermentable medium (Fig. 3*B*). Consistently, activation of the UPR upon overexpression of Ire1 (Fig. 3*C*) (47, 52) or deletion of *CHO2* or *OPI3* (Fig. 2, *I* and *J*) suppressed growth deficiencies of *ups1*Δ cells on glucose-containing medium (Fig. 3, *D* and *E*). The restoration of cell growth by tunicamycin and overexpression of Ire1 depended on Ire1-Hac1 signaling (Fig. 3, *F* and *G*), demonstrating that UPR activation is sufficient to promote glycolytic growth of *ups1*Δ cells. Notably, previous studies correlated the growth of *ups1*Δ cells on glucose-containing media with mitochondrial CL levels (53). However, overexpression of Ire1 did not alter the accumulation of CL (Fig. 3*G*). We therefore conclude that UPR activation is sufficient to allow growth of *ups1*Δ cells on fermentable carbon sources independent of CL levels in mitochondrial membranes.

**Figure 3:**
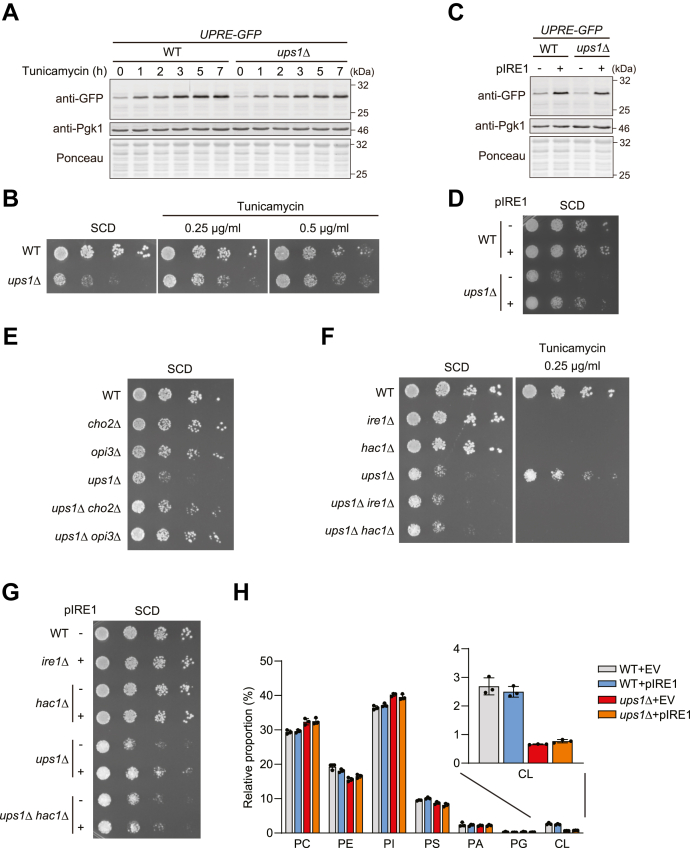
**Glycolytic growth of *ups1*Δ cells is restored upon UPR activation**. *A*, wild-type (WT) and *ups1*Δ cells expressing *4xUPRE-GFP* grown to log phase in SCD medium were treated with 1 μg/ml tunicamycin, collected at the indicated time points, and subjected to Western blotting. Pgk1 and ponceau staining were monitored as a loading control. *B*, serial dilutions of WT and *ups1*Δ cells were spotted on SCD medium with or without tunicamycin (concentration as 0.25 or 0.5 μg/ml) and incubated at 30 °C for 2 days (n = at least 3). *C*, *4xUPRE-GFP* expressing WT and *ups1*Δ cells transformed with an empty vector or a plasmid encoding Ire1 (pIRE1) were grown to log phase in SCD medium and subjected to Western blotting. *D*, serial dilutions of WT and *ups1*Δ cells transformed with an empty vector or pIRE1 were spotted on SCD medium and incubated at 30 °C for 2 days (n = at least 3). *E*, serial dilutions of WT, *cho2*Δ, *opi3*Δ, *ups1*Δ, *ups1*Δ*cho2*Δ, and *ups1*Δ*opi3*Δ cells were spotted on SCD medium and incubated at 30 °C for 2 days (n = at least 3). *F*, serial dilutions of WT, *ire1*Δ, *hac1*Δ, *ups1*Δ, *ups1*Δ*ire1*Δ, *ups1*Δ*hac1*Δ cells were spotted on SCD medium with or without 0.25 μg/ml tunicamycin and incubated at 30 °C for 2 days (n = at least 3). *G*, serial dilutions of WT, *ire1*Δ, *hac1*Δ, *ups1*Δ, *ups1*Δ*hac1*Δ cells transformed with an empty vector or pIRE1 were spotted on SCD medium and incubated at 30 °C for 2 days (n = 3). *H*, phospholipid composition in whole cell of WT and *ups1*Δ cells transformed with an empty vector or pIRE1. Data represent mean ± SD (n = 3). SCD, synthetic complete glucose; UPR, unfolded protein response; UPRE, UPR element.

### Reduced cellular protein synthesis in ups1Δ cells

We noted that the loss of UPR activity in *ire1*Δ and *hac1*Δ cells did not limit growth in glucose-containing medium (Fig. 3*F*). This contrasts *ups1*Δ cells and therefore points to additional deficiencies in *ups1*Δ cells that limit cell growth. 

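Poly(A)-selected RNA was sequenced from 12 yeast cultures. They comprised 3 untreated wild-type cultures, 3 untreated *ups1*Δ cultures, and 3 cultures of each genotype kept for 3 h in tunicamycin at 1 μg/ml. The authors estimated read counts per gene with kallisto against sacCer3 and deposited them as whole numbers, without normalization. The total counts per library ranged from 4964705 to 5684108 (median 5183556) in untreated wild-type cells and from 4729074 to 5003994 (median 4876984) in untreated *ups1*Δ cells. With tunicamycin, the totals ranged from 4650828 to 4778960 (median 4678722) in wild-type cells and from 4908357 to 7101983 (median 5003874) in *ups1*Δ cells. A total of 3 counts, taken here as the limit of detection, corresponded to between 0.417 and 0.696 CPM (counts relative to library size times its TMM factor). Counts were normalized with the TMM method of edgeR, genes with low counts were removed with its filterByExpr function, and differences were tested with its quasi-likelihood F test and Benjamini-Hochberg adjustment. Each pairwise comparison used its own 6 libraries, and the test of whether the response to tunicamycin differed between the genotypes used all 12. Gene sets were tested with camera from limma at a preset correlation of 0.01 between genes, and its p-values are adjusted over the 23 gene sets and lists of a comparison unless stated otherwise. Gene positions are those of the R64 assembly, which sacCer3 represents. *UPS1* (YLR193C), on chromosome XII from 540009 to 540536, had between 185 and 427 counts in the 6 wild-type libraries and between 0 and 2 in the 6 *ups1*Δ libraries. The libraries of the 2 genotypes also differed in *LYS2* and *MET17*, which had 0 counts in each of the 6 wild-type libraries and at least 1250 and 1168 counts in each *ups1*Δ library. All 7 a-specific genes examined were lower and all 5 alpha-specific genes were higher in the *ups1*Δ libraries, so a difference between the genotypes is also a difference between mating types and marker genes here.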

We therefore determined transcriptome and proteome profiles of *ups1*Δ cells under glycolytic growth conditions (Tables S1 and S2). Consistent with the observed impaired UPR activity, canonical UPR target genes were expressed at lower levels in *ups1*Δ cells when compared with wild-type cells (Fig. S2*A*). Both transcriptome and proteome profiles pointed to reduced protein synthesis in *ups1*Δ cells (Fig. 4, *A* and *B*). 

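The paper's text does not name the UPR target genes behind Fig. S2*A*, so 12 genes were examined: *KAR2*, *PDI1*, *ERO1*, *LHS1*, *SCJ1*, *JEM1*, *EUG1*, *FPR2*, *SIL1*, *MPD1*, *DER1* and *ULI1*. *KAR2* (YJL034W), on chromosome X from 381327 to 383375, encodes the ER chaperone BiP. Its level was 917 ± 31.4 CPM (SD, n = 3) in wild-type cells and 484 ± 17.4 (SD, n = 3) in *ups1*Δ cells. This was a log2 fold change of -0.89 (SE 0.07, adjusted p = 1.97e-05 from edgeR's quasi-likelihood test). The log2 fold change was -0.67 for *SIL1* (SE 0.10, adjusted p = 7.58e-04) and -0.66 for *ERO1* (SE 0.08, adjusted p = 4.85e-04). In total, 9 of the 12 genes were lower at an adjusted p-value under 0.05 and 0 were higher, nor was any higher at an unadjusted p-value under 0.05 (0 genes). The count of lower genes was 10 when adjusted over the list alone. Leaving out untreated *ups1*Δ replicate 1 brought *JEM1* past the threshold (-0.38), and 1 of the 9, *MPD1* (-0.43), fell short of it in that fit (-0.36, adjusted p = 0.0511 in edgeR). *JEM1* was also past the threshold with all 12 libraries in one fit (-0.33, adjusted p = 0.0440 in edgeR). *JEM1* (-0.30, adjusted p = 0.0540), *ULI1* (-0.28, adjusted p = 0.509) and *DER1* (0.089, adjusted p = 0.684) were not past the threshold in the edgeR test over all genes. *ULI1* ranged from -0.51 without untreated wild-type replicate 2 to -0.13 without replicate 3. *DER1* was slightly lower without untreated wild-type replicate 2 (-0.028) and without untreated *ups1*Δ replicate 3 (-0.0080). The median log2 fold change of the list was -0.42 (camera adjusted p = 0.00148). The fry test of limma was past the threshold too (adjusted p = 6.21e-04). It does not set this list apart, since all 23 sets and lists of this comparison were past the threshold with it. With the correlation between genes estimated from the data, camera was past it only before adjustment (adjusted p = 0.177). Of the alternatives, scaling by library size only moved it most, to -0.36. Relative to untreated wild-type cells, the list stood at -0.48 ± 0.03 (SD, n = 3) in *ups1*Δ cells, against an SD of 0.04 between the wild-type libraries.

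**Figure D1:**
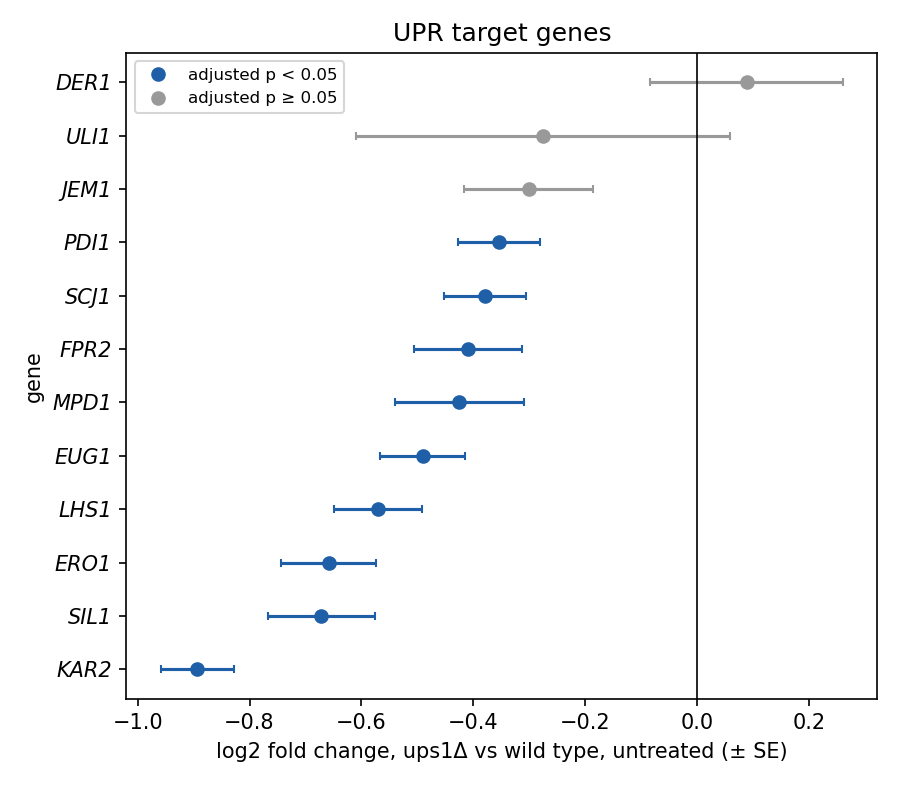
Log2 fold change of each UPR target gene in untreated *ups1*Δ cells against untreated wild-type cells (x axis), by gene (y axis), with bars of 1 SE. *KAR2* is lowest at -0.89 and *DER1* highest at 0.089.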

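Of 5692 genes tested between untreated *ups1*Δ and wild-type cells, 2978 differed at an adjusted p-value under 0.05 in edgeR, 1507 of them higher and 1471 lower in *ups1*Δ cells. The change was at least 1 on the log2 scale for 475 of them, with 355 higher and 120 lower. Requiring this size of change moved the count most among the alternatives. For 3657 genes (64.2%) the 3 libraries of one genotype all lay above those of the other, where chance gives 10%. The authors' deposited table of this comparison has 2625 genes past the same threshold, and 2571 of these were shared, all in the same direction. The largest increases were in *MET17* and *LYS2*, both at least 449-fold higher in *ups1*Δ cells because wild-type libraries had 0 counts, and in *MF(ALPHA)1*, with a log2 fold change of 11.10 (SE 0.20, adjusted p = 2.12e-09). The largest decreases were in *HMRA1*, at least 87.8-fold lower, *UPS1* itself, at least 67.4-fold lower, and *MFA2*, with -9.67 (SE 0.19, adjusted p = 2.12e-09). *HMRA1* is nearly identical to the mating-type gene *MATa1*, which the reference genome lacks at the *MAT* locus, so reads from both count toward it. Of 137 genes of cytosolic ribosomal proteins, 131 were lower in *ups1*Δ cells and 1 was higher. The exception, *RPS9A*, had a log2 fold change of 0.47 (adjusted p = 0.00209 in edgeR) and was named after its value was seen. It was not past the threshold when all 12 libraries entered one fit (adjusted p = 0.194). The median over these genes was -0.54 (camera adjusted p = 1.80e-20). The fry test, which all 23 sets and lists passed, gave an adjusted p = 0.00547. With the correlation between genes estimated, the set was not past the threshold (camera adjusted p = 0.407). Scaling by library size only gave a median of -0.48. The set stood at -0.49, -0.51 and -0.72 in the 3 *ups1*Δ libraries relative to wild-type cells.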

The expression of genes involved in processes driving protein synthesis, such as rRNA processing or ribosome biogenesis, was most prominently downregulated in *ups1*Δ cells (Fig. 4*A* and Table S3). 

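Of 73 genes annotated with rRNA processing, 56 were lower and 0 higher in *ups1*Δ cells at an adjusted p-value under 0.05 in edgeR, and 57 were lower when adjusted over the list alone. The number higher at an unadjusted p-value under 0.05 was also 0, here and in the subunit sets below. Their median log2 fold change was -0.52, and single genes ranged from -1.39 to 0.053 (camera adjusted p = 4.43e-09 over 13 gene ontology sets alone). In 51 genes of ribosomal large subunit biogenesis the median was -0.56, with 44 lower and 0 higher, and in 27 genes of ribosomal small subunit biogenesis it was -0.49, with 23 lower and 0 higher. In 18 genes of the ribosome biogenesis term the median was -0.51 (camera adjusted p = 0.00135 over the 13 sets), with 12 lower and 1 higher, *RTC6* (0.64), named after its value was seen. The 106 genes of cytoplasmic translation had the smallest p-value of the 13 sets (camera adjusted p = 1.31e-14) and a median of -0.49. At an adjusted p-value under 0.05, 7 of the 13 sets were lower and 1, mitochondrial translation, was higher. All 7 lower sets concern ribosomes or translation. In the fry test all 13 sets were past the threshold, and with the correlation between genes estimated by camera 0 of the 13 were. For rRNA processing these tests gave an adjusted p = 0.00899 and an adjusted p = 0.403 over the 13 sets. Untreated *ups1*Δ replicate 3 stood lower than the other replicates, at -0.82 relative to wild-type cells against -0.45 and -0.43. Without it, the median log2 fold change of the rRNA processing genes was -0.42. Scaling by library size only moved that median to -0.46. From the lower expression of these genes and the proteome, the paper concludes that protein synthesis is inhibited in Ups1-deficient cells.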

Consistently, proteins regulating rRNA processing accumulated at reduced levels in *ups1*Δ cells (Fig. 4*B* and Table S4). Together, these data demonstrate that protein synthesis is inhibited in Ups1-deficient cells. The expression of genes related to protein synthesis is decreased under stress conditions (54). 

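In wild-type cells, 3 h of tunicamycin changed 4417 of 5785 genes tested at an adjusted p-value under 0.05 in edgeR, 2278 of them upward and 2139 downward. For 80.0% of the genes the treated and untreated libraries did not overlap. The 50 most abundant genes took between 16.2% and 17.9% of the counts in treated wild-type libraries and between 22.9% and 26.8% in the other libraries. The scaling therefore matters here. With library size only, the median log2 fold change of all genes was 0.57 instead of 0.052, and 25.9% instead of 48.4% of the changed genes were lower. The largest increases were in *ARO10*, with a log2 fold change of 10.24 (SE 0.29, adjusted p = 3.25e-08), and in *YOR343W-A* and *SHH3*, at least 34.9-fold and 19.1-fold higher. *YOR343W-A* belongs to a retrotransposon family whose copies can share reads. The largest decreases were in *INA1*, with -5.06 (SE 0.11, adjusted p = 8.69e-09), and in the small nucleolar RNAs *snR8* and *snR13*, at least 26.0-fold and 22.7-fold lower. Since the RNA was poly(A)-selected, the counts of these 2 RNAs cover polyadenylated forms only and may not follow their total levels. Among the ribosomal protein genes, 136 were lower and 0 higher at an adjusted p-value under 0.05, and their median fell by 2.83 on the log2 scale (camera adjusted p = 2.14e-66). With an unadjusted p-value under 0.05, 0 were higher as well. For rRNA processing, 58 genes were lower and 5 higher, with a median of -1.51 (camera adjusted p = 1.59e-17). The genes that rose, named after their values were seen, were *POP1* (1.00), *SQS1* (0.49), *POP4* (0.46), *POP7* (0.40) and *TMA64* (0.31). *POP7* and *TMA64* were not past the threshold with DESeq2 (adjusted p = 0.0548 and 0.0713), and *POP7* was not without treated replicate 3 (0.32) nor *TMA64* without treated replicate 2 (0.19), among other libraries. Both sets were also past the threshold in the fry test (adjusted p = 2.10e-05 and 1.44e-05), among 19 of the 23 sets and lists. With an estimated correlation, camera was past it for both only before adjustment (adjusted p = 0.102 for each). With library size only, their medians were -2.31 and -0.99.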

Consistently, tunicamycin treatment limited the expression of genes involved in cellular protein synthesis (Fig. 4*C*). However, it partially promoted cellular protein synthesis in *ups1*Δ cells (Fig. 4*D* and Fig. S2*C*), consistent with the improved cell growth under these conditions (Fig. 3*B*).

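In *ups1*Δ cells, tunicamycin changed 1546 of 5700 genes tested at an adjusted p-value under 0.05 in edgeR, 866 of them upward and 680 downward. Treated and untreated libraries did not overlap for 46.3% of the genes, against 10% by chance. The count depended on single libraries. It was 728 without treated replicate 2, 897 without treated replicate 1 and 1015 without untreated replicate 1. The largest increases were in *YOR343W-A* (5.13), *ULI1* (4.36) and *RTA1* (3.10), and the largest decreases in *HSP30* (-2.91), *SDP1* (-2.21) and *FMP48* (-1.98), all on the log2 scale. The untreated level of *YOR343W-A* rests on 1 library, with 9 counts in replicate 2 and 0 in replicates 1 and 3, so its fold change is not well defined. *FMP48* had an adjusted p of 0.0405 in edgeR, and 0.0612 when no genes were filtered. It was not past the threshold in 4 of the 6 fits that each left out a library, such as the one without treated replicate 2 (-2.05). Of the rRNA processing genes, 29 were higher and 3 lower, or 31 and 3 when adjusted over the list alone, and their median log2 fold change was 0.30 (camera adjusted p = 5.47e-04). The 3 lower genes, *RPL30* (-0.57), *RPL3* (-0.44) and *RPL33A* (-0.33), encode ribosomal proteins and were named after their values were seen. *RPL33A* was not past the threshold with library size only (adjusted p = 0.0597 in edgeR), nor without treated replicate 2 (-0.27) and 3 other libraries in turn. Neither the fry test of the set (adjusted p = 0.104) nor camera with an estimated correlation (adjusted p = 0.741) was past the threshold. Without untreated *ups1*Δ replicate 3 the median was 0.20. Library size only, under which the median of all genes was 0.11 instead of 0.0073 and 22.5% instead of 44.0% of the changed genes were lower, moved it to 0.41. The genes of ribosomal large and small subunit biogenesis had medians of 0.35 and 0.41, the latter 0.27 without untreated replicate 3. Camera was past the threshold for both (adjusted p = 1.21e-05 and 0.00457). The fry test (adjusted p = 0.0761 and 0.0800) and camera with an estimated correlation (adjusted p = 0.741 for each) were not. The ribosome biogenesis term itself, with 18 genes, did not rise. Its median was 0.059, with 4 genes higher and 5 lower (camera adjusted p = 0.639, fry adjusted p = 0.769), and -0.015 without untreated replicate 3. The ribosome biogenesis and rRNA maturation terms together, without ribosomal protein genes, had a median of 0.34, with 107 higher and 2 lower. The ribosomal protein genes moved the other way. Of these, 96 were lower and 1, again *RPS9A* (0.55), was higher, with a median of -0.36 (camera adjusted p = 4.30e-17, or 0.741 with an estimated correlation, and fry adjusted p = 0.0715). *RPS9A* was not past the threshold with all 12 libraries in one fit (adjusted p = 0.155 in edgeR). The response itself differed between the genotypes. In the test of the interaction over all 12 libraries, 3849 of 5828 genes had an adjusted p-value under 0.05 in edgeR, and the median of the rRNA processing genes was 1.89 (camera adjusted p = 1.05e-22), with 61 genes higher and 1 lower, *SQS1* (-0.34), named after its value was seen. The ribosomal protein genes had an interaction median of 2.44 (camera adjusted p = 7.00e-77), with 136 higher and 0 lower. None was lower at an unadjusted p-value under 0.05 (0 genes). With library size only, the interaction median of all genes was -0.42 instead of -0.035, that of the rRNA processing genes 1.51, and 70.6% instead of 50.2% of the genes past the threshold were lower. Both interactions were past the threshold in the fry test (adjusted p = 1.00e-06 and 5.82e-07), among 22 of the 23 sets and lists. With an estimated correlation, camera was past it only before adjustment (adjusted p = 0.0925 and 0.0819). From the response in *ups1*Δ cells, the paper states that tunicamycin partially promoted protein synthesis, and it sees this as matching the improved growth.

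**Figure D2:**
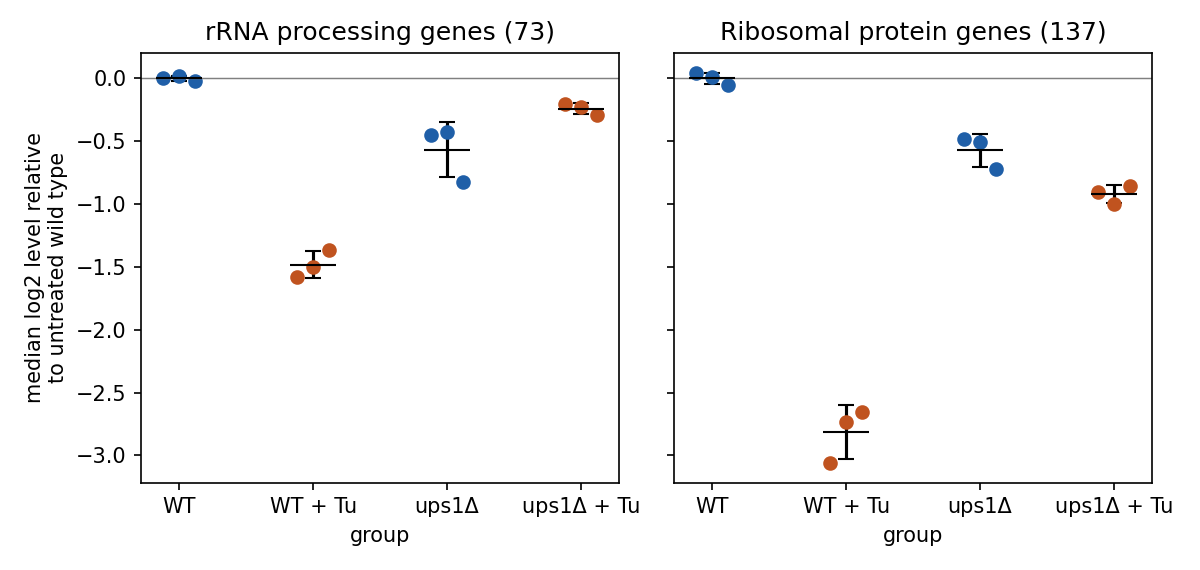
Median log2 level of 73 rRNA processing genes (left) and 137 ribosomal protein genes (right) relative to untreated wild-type cells (y axis), by group (x axis). Points are the 3 libraries of each group, and bars are the mean ± SD. With tunicamycin, rRNA processing stood at -1.48 in wild-type and -0.24 in *ups1*Δ cells, and ribosomal protein genes at -2.82 and -0.92.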

**Figure 4:**
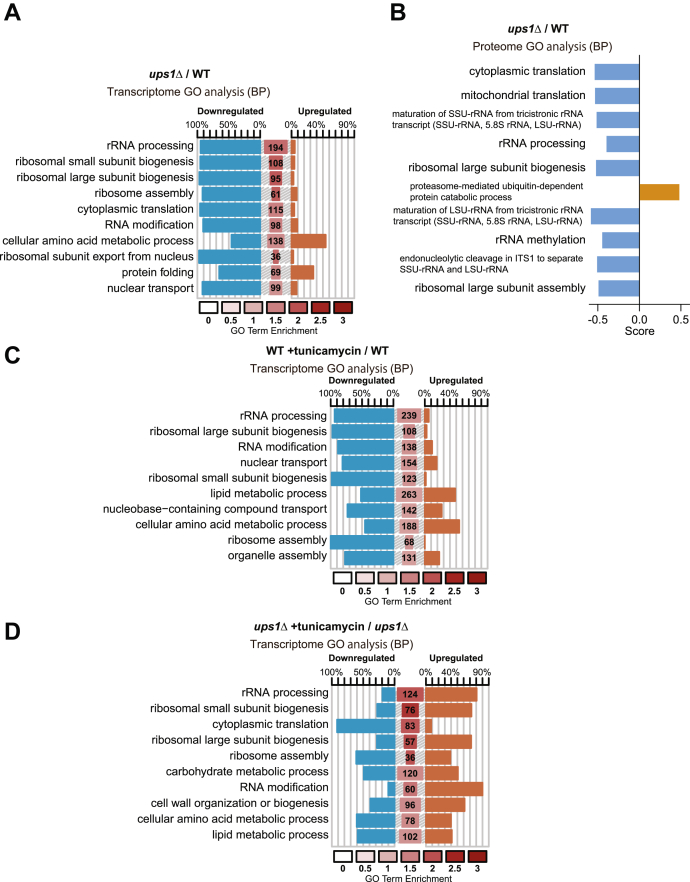
***ups1*Δ cells show suppressed ribosome synthesis**. *A*, symplot representing the changed genes within an enriched biological process (BP) GO terms in *ups1*Δ cells against wild-type (WT) cells. Top ten significant terms from yeast GO-slim are plotted. Percentage of downregulated (*blue*) and upregulated (*red*) genes in each term is shown. The size of the central bars was directly proportional to the number of genes in the query belonging to the respective term, and the enrichment value is represented by the color of the bar as previously reported (71). *B*, 1D annotation enrichment analysis of proteome in *ups1*Δ cells against WT cells is shown. Annotation is biological process (BP) GO terms (76). Score represents difference of the distribution of the ratios for the proteins corresponding to GO terms from the ratios of the distribution for all proteins. Top ten significant terms are indicated. *C*, symplot representing the changed genes within a BP GO terms in WT cells treated with 1 μg/ml tunicamycin for 3 h against non-treated WT cells. Top ten significant terms from Yeast GO-slim are plotted. *D*, symplot representing the changed genes within an enriched BP GO terms in *ups1*Δ cells treated with 1 μg/ml tunicamycin for 3 h against nontreated *ups1*Δ cells. Top ten significant terms from yeast GO-slim are plotted. GO, Gene Ontology.

### TORC1 inhibition limits glycolytic growth of ups1Δ cells

The TORC1 regulates ribosome biogenesis in response to the metabolic status of cells (55). We noted an increased expression of genes coding core autophagy proteins in *ups1*Δ cells when compared with wild-type cells (Fig. S2*B* and Table S1), suggesting inhibition of TORC1 and induction of autophagy in *ups1*Δ cells. 

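The paper's text does not list the genes behind Fig. S2*B*, so 18 core autophagy genes were examined, *ATG1* to *ATG5*, *VPS30* (also called *ATG6*), *ATG7* to *ATG10*, *ATG12* to *ATG14*, *ATG16* to *ATG18*, *ATG29* and *ATG31*. *ATG8* (YBL078C), on chromosome II from 80378 to 80731, encodes the ubiquitin-like protein of the autophagosomal membrane. Its level was 16.7 ± 4.08 CPM (SD, n = 3) in wild-type cells and 36.9 ± 8.82 (SD, n = 3) in *ups1*Δ cells. The log2 fold change was 1.17 (SE 0.22, adjusted p = 0.00296 from edgeR's quasi-likelihood test). *ATG1* (YGL180W) rose by 0.96 (SE 0.12, adjusted p = 3.74e-04). At an adjusted p-value under 0.05, 10 of the 18 genes were higher and 0 lower in *ups1*Δ cells, and 10 were higher when adjusted over the list alone. At an unadjusted p-value under 0.05, 11 were higher and 0 lower. *ATG13*, *ATG14* and *ATG31*, among the 10, had adjusted p-values of 0.0549, 0.0687 and 0.0518 with DESeq2. Each also lost its call when single libraries were left out, for example *ATG13* without untreated *ups1*Δ replicate 2 (0.25), *ATG14* without untreated *ups1*Δ replicate 1 (0.43) and *ATG31* without untreated wild-type replicate 2 (0.43). *ATG4* (0.71) and *ATG9* (0.74) lost theirs without untreated wild-type replicate 1 (0.53 and 0.64), and *ATG9* also without wild-type replicate 2 (0.75). *ATG9* moved most without untreated *ups1*Δ replicate 3 (0.47), where it stayed past the threshold. *ATG10* (0.36), which was not among the 10, passed the threshold without wild-type replicate 1 (0.90) and was at 0.099 without wild-type replicate 2. The median of the list was 0.51 (camera adjusted p = 0.0404). The fry test was past the threshold (adjusted p = 0.00983), as for all 23 sets and lists of this comparison. Camera with an estimated correlation was not (adjusted p = 0.454). Without untreated *ups1*Δ replicate 3 the median was 0.36 and camera was not past the threshold. That library stood at 0.61 relative to wild-type cells, against 0.33 and 0.36 for the other *ups1*Δ replicates. Of the alternatives that kept all libraries, library size only moved the median most, to 0.57. *ATG17* (-0.028), the only member with a negative log2 fold change, was positive with that scaling (0.029). The 26 genes of the gene ontology term for autophagy had a median of 0.26, with 12 higher and 1 lower. Camera was not past the threshold for that set (adjusted p = 0.110).

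**Figure D3:**
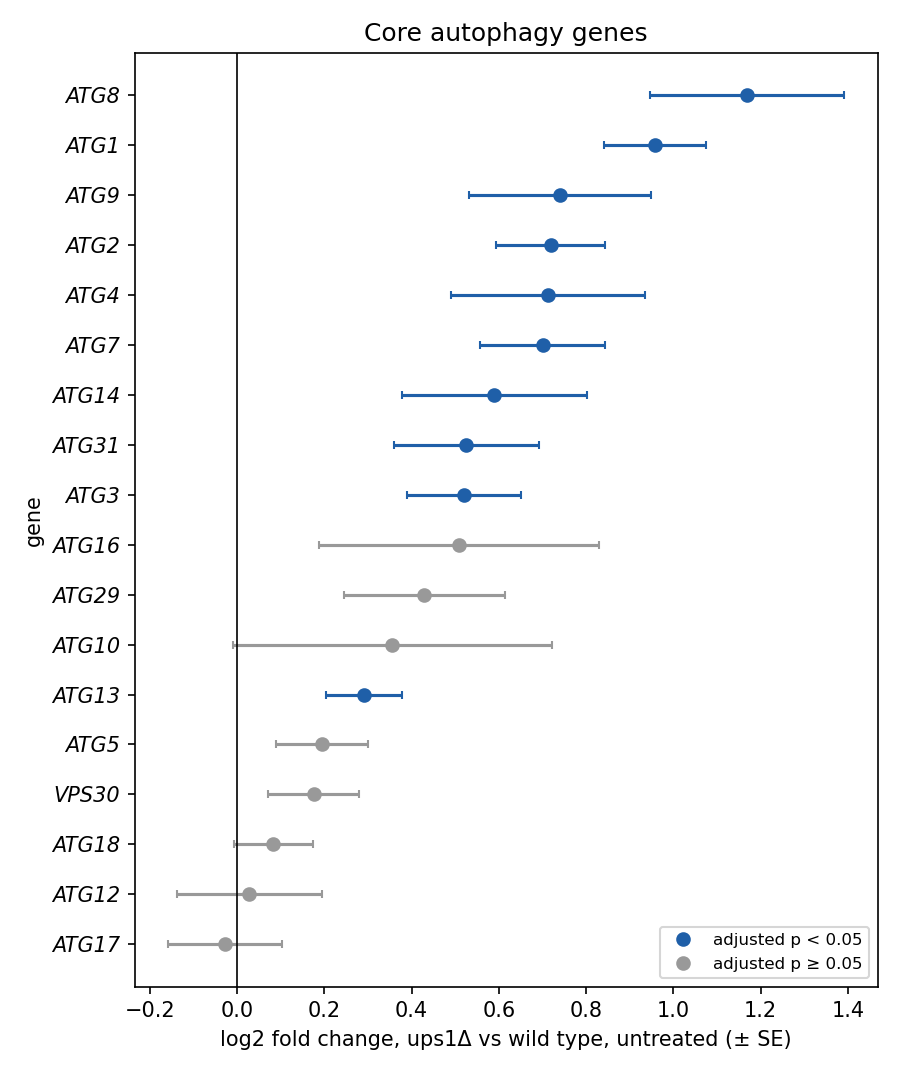
Log2 fold change of each core autophagy gene in untreated *ups1*Δ cells against untreated wild-type cells (x axis), by gene (y axis), with bars of 1 SE. *ATG8* is highest at 1.17. *ATG17* is lowest at -0.028 and changes sign with library size only.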

To directly assess TORC1 activity in *ups1*Δ cells, we monitored the level and phosphorylation of one of its substrates, Sch9 (56), an AGC family protein kinase, which is homologous to mammalian S6 and Akt kinases and regulates ribosome biogenesis (57, 58). We found that total Sch9 protein levels were not changed (Fig. 5, *A* and *B*), but Sch9 phosphorylation was significantly suppressed in *ups1*Δ cells compared with wild-type cells (Fig. 5, *C* and *D*). These results indicate low TORC1 activity in *ups1*Δ cells, which agrees with the reduced protein synthesis in these cells.

**Figure 5:**
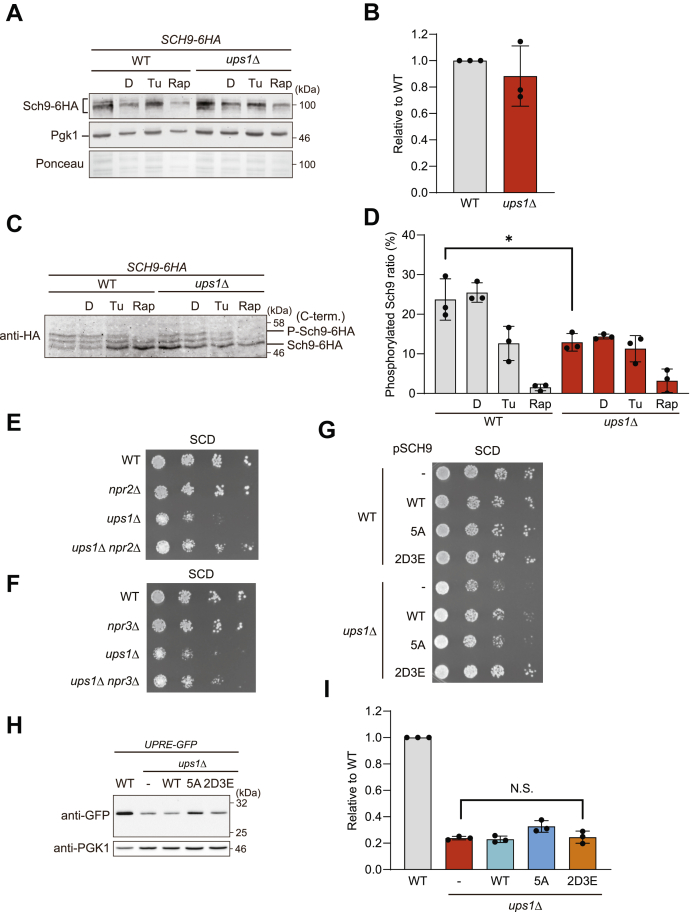
**TORC1-Sch9 signaling is impaired in *ups1*Δ cells**. *A*, wild-type (WT) and *ups1*Δ cells expressing Sch9-6HA grown to log phase in SCD medium were treated with DMSO (*D*), 1 μg/ml tunicamycin (Tu), or 0.2 μg/ml rapamycin (Rap) for 3 h and subjected to Western blotting. Pgk1 and ponceau staining were monitored as a loading control. *B*, Sch9-6HA of nontreated cells in (*A*) was quantified. Total Sch9-6HA signals were normalized to Pgk1 and expressed relative to wild-type cells (set as one). Data are means ± SD (n = 3). *C*, WT and *ups1*Δ cells expressing Sch9-6HA grown to log phase in SCD medium were treated with DMSO (*D*), 1 μg/ml tunicmycin (Tu), or 0.2 μg/ml rapamycin (Rap) for 3 h. For the analysis of Sch9 phosphorylation, lysates were treated with NTCB and subjected to Western blotting. *D*, Phosphorylated Sch9-6HA ratio in (*C*) was quantified. Phosphorylated Sch9-6HA signals were divided with total Sch9-6HA signals. Data represent mean ± SD (n = 3). ∗*p* < 0.05. *E*, Serial dilutions of WT, *npr2*Δ, *ups1*Δ, and *ups1*Δ*npr2*Δ cells were spotted on SCD medium and incubated at 30 °C for 2 days (n = 3). *F*, Serial dilutions of WT, *npr3*Δ, *ups1*Δ, and *ups1*Δ*npr3*Δ cells were spotted on SCD medium and incubated at 30 °C for 2 days (n = 3). *G*, Serial dilutions of WT and *ups1*Δ cells transformed with an empty vector or a plasmid encoding Sch9^WT^ (pSCH9), Sch9^5A^ (T723A, S726A, T737A, S758A, S765A), or Sch9^2D3E^ (T723D, S726D, T737E, S758E, S765E) were spotted on SCD medium and incubated at 30 °C for 2 days (n = at least 3). *H*, *4xUPRE-GFP* expressing WT and *ups1*Δ cells transformed with an empty vector or a plasmid encoding Sch9^WT^, Sch9^5A^, or Sch9^2D3E^ were grown to log phase in SCD medium and subjected to Western blotting. *I*, GFP in (*H*) was quantified. GFP signals were normalized to Pgk1 and expressed relative to WT cells (set as one). Data represent mean ± SD (n = 3). N.S., not significant; NTCB, 2-nitro-5-thiocyanobenzoic acid; SCD, synthetic complete glucose; UPRE, UPR element.

We hypothesized that, similar to UPR activity, an altered membrane lipid composition may inhibit TORC1 activity in *ups1*Δ cells. However, neither loss of the CL synthase Crd1 to decrease CL levels (Fig. S3*A*) nor choline supplementation of wild-type cells to mimic the PE/PC ratio of *ups1*Δ cells affected TORC1 activity and phosphorylation of Sch9 (Fig. S3, *B–E*). Similarly, decreased PE levels upon loss of the mitochondrial PS transfer protein Ups2 did not alter TORC1 activity (Fig. S3, *B* and *C*). TORC1 activity is dependent on PA (59, 60), but disturbed intramitochondrial PA transport in *ups1*Δ cells did not result in the accumulation of PA in ER-enriched membrane fractions (Fig. 1, *D* and *E*). Moreover, PA accumulation upon inhibition of the PA phosphatase in *nem1*Δ or *spo7*Δ cells did not affect Sch9 phosphorylation (Fig. S3, *F* and *G*). Thus, other deficiencies appear to inhibit TORC1 activity in *ups1*Δ cells.

To examine whether TORC1 inhibition limits the glycolytic growth of *ups1*Δ cells, we used a genetic approach. The Seh1-associated complex inhibiting TORC1 consisting of Npr2, Npr3, and Iml1 functions as negative regulator of TORC1 in yeast (61, 62). Constitutive activation of TORC1 upon deletion of one of the Seh1-associated complex inhibiting TORC1 subunits restored cell growth of *ups1*Δ cells (Fig. 5, *E* and *F*). Moreover, expression of a phosphomimetic mutant variant of Sch9, Sch9^2D3E^, greatly restored the growth of *ups1*Δ (Fig. 5*G*). We therefore conclude that inhibition of TORC1-Sch9 signaling impairs the growth of *ups1*Δ cells on a fermentable carbon source such as glucose. Notably, TORC1 activation upon expression of Sch9^2D3E^ in *ups1*Δ cells did not restore UPR activity (Fig. 5, *H* and *I*), indicating that both pathways promote glycolytic growth of *ups1*Δ cells independently.

## Discussion

Ups1-dependent transport of PA to the IM promotes CL synthesis (23). Here, we have unraveled an unexpected link between intramitochondrial PA transport and cellular signaling (Fig. 6). Disturbed PA transport in mitochondria lacking Ups1 limits the activation of UPR and inhibits TORC1. TORC1 signaling controls ribosome biogenesis and protein synthesis, which is suppressed in *ups1*Δ cells and limits glycolytic cell growth. Accordingly, activation of either UPR or TORC1 is sufficient to suppress growth deficiencies in the absence of Ups1. Thus, the flux of PA into mitochondria does not only ensure mitochondrial CL synthesis and membrane biogenesis but is coupled to the phospholipid homeostasis of other cellular membranes affecting cell signaling.

**Figure 6:**
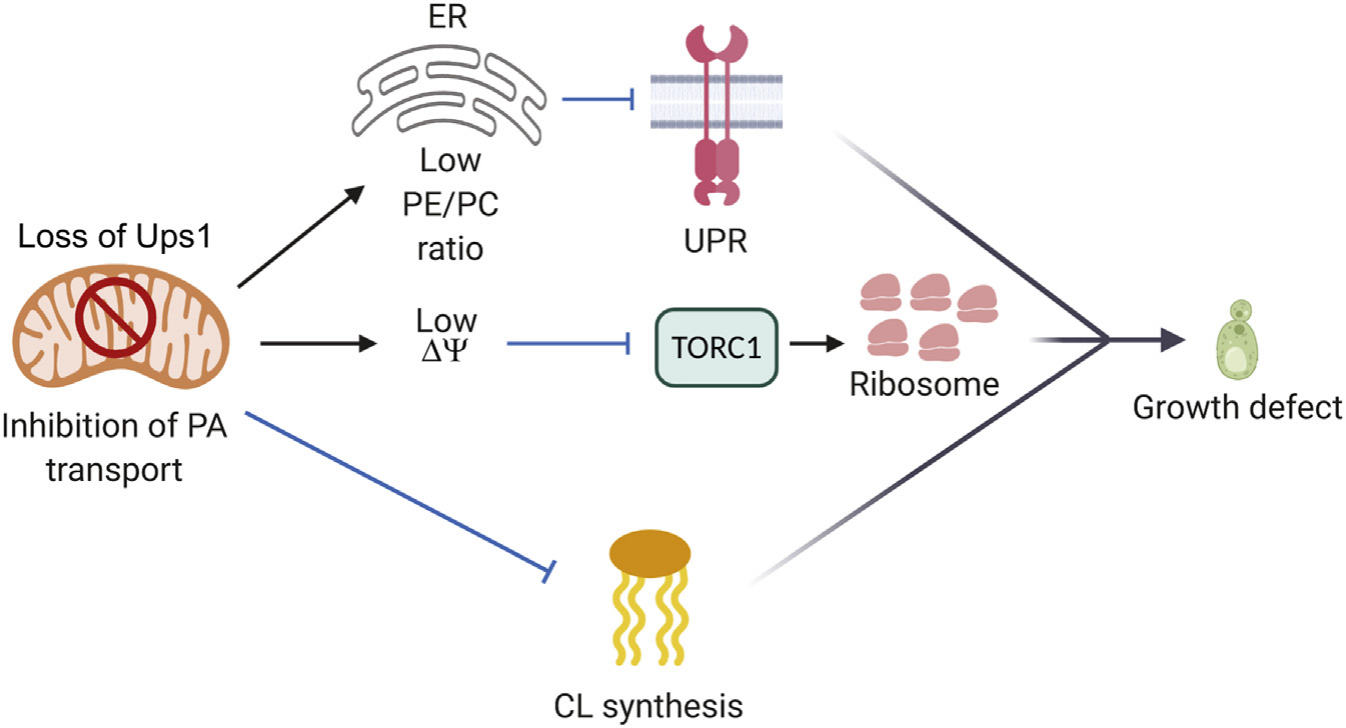
**Altered PA transport in mitochondria affects UPR activation and TORC1 signaling**. Impaired PA transport in mitochondria upon loss of Ups1 alters the ER lipid composition (low PE/PC ratio) inhibiting UPR. Independently, TORC1-Sch9 signaling is suppressed in *ups1*Δ cells. Deficiencies in UPR and TORC1 signaling combined with reduced CL synthesis limit cell growth. CL, cardiolipin; ER, endoplasmic reticulum; PA, phosphatidic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; TORC1, target of rapamycin complex 1; UPR, unfolded protein response.

Several lines of evidences reveal that the disturbed intramitochondrial PA transport in *ups1*Δ cells impairs independently CL synthesis and UPR and TORC1 signaling. The activation of the UPR allowed glycolytic growth of *ups1*Δ cells but did not restore the accumulation of CL in mitochondrial membranes (Fig. 3*G*) or the phosphorylation of Sch9 (Fig. 5, *C* and *D*). On the other hand, mimicking the PE/PC ratio observed in *ups1*Δ cells by choline supplementation of wild-type cells suppressed UPR but did not alter the phosphorylation of Sch9 (Fig. S3, *D* and *E*). Conversely, expression of phosphomimetic Sch9^2D3E^ mutant did not restore basal UPR in *ups1*Δ cells (Fig. 5, *H* and *I*). These findings are consistent with a previous study demonstrating that activation of TORC1 does not affect the UPR (63). Moreover, CL deficiencies in cells lacking the CL synthase Crd1 did not suppress TORC1 signaling (Fig. S3, *B* and *C*) or basal UPR (Fig. S1, *E* and *F*). Therefore, we conclude that the impaired intramitochondrial PA transport rather than the CL deficiency leads to the alteration of stress signaling cascades outside of *ups1*Δ mitochondria.

Inhibition of PA transport across the intermembrane space in *ups1*Δ cells is associated with an increased PC and PI and a decreased PE/PC ratio but not with a significant accumulation of PA in the ER membrane. This indicates efficient bi-directional transport of PA between the OM and the ER membrane and suggests that PA is rapidly metabolized in the ER, if it is not consumed for CL synthesis in *ups1*Δ mitochondria. Because PA serves as a common precursor for the synthesis of PC and CL, PA is likely converted to PC resulting in lowered PE/PC ratios in the ER membrane and the inhibition of UPR. Rapid conversion to PC can also explain why impaired PA utilization in mitochondria does not suppress Opi1, the transcriptional repressor of phospholipid synthesis, which is regulated by PA (51). 

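The expression of genes repressed by Opi1 was measured in the untreated libraries of both genotypes. The paper's text does not list the genes it used, so 12 genes of phospholipid synthesis and uptake were examined: *INO1*, *CHO1*, *PSD1*, *CHO2*, *OPI3*, *CKI1*, *EKI1*, *CPT1*, *EPT1*, *ITR1*, *HNM1* and *INO2*. *INO1* (YJL153C), on chromosome X from 134332 to 135933, encodes inositol-3-phosphate synthase. It was at 42.6 ± 4.07 CPM (SD, n = 3) in wild-type and 21.3 ± 2.47 (SD, n = 3) in *ups1*Δ cells, a log2 fold change of -0.97 (SE 0.13, adjusted p = 5.74e-04 from edgeR's quasi-likelihood test). The choline transporter gene *HNM1* changed by -1.19 (SE 0.09, adjusted p = 3.09e-05). All 12 genes had a negative log2 fold change. At an adjusted p-value under 0.05, 10 were lower and 0 higher, and 10 were lower when adjusted over the list alone. Also at an unadjusted p-value under 0.05, 0 were higher. *INO2*, one of the 10, was not past the threshold with DESeq2 (adjusted p = 0.0581) or with library size only (adjusted p = 0.0709 in edgeR), nor in 4 of the 6 fits that each left out a library, those without untreated *ups1*Δ replicate 2 (-0.45) or 3 (-0.28) and those without untreated wild-type replicate 1 (-0.34) or 3 (-0.40). *CKI1* (-0.17, adjusted p = 0.114) and *EKI1* (-0.25, adjusted p = 0.100 in edgeR) were not past it, except *CKI1* without untreated *ups1*Δ replicate 3 (-0.22) and *EKI1* without untreated *ups1*Δ replicate 1 (-0.38) or with all 12 libraries in one fit (-0.28). *EKI1* was at -0.16 without untreated *ups1*Δ replicate 3. The list had a median of -0.56 (camera adjusted p = 2.04e-05). Like all 23 sets and lists of this comparison, it was also past the threshold in the fry test (adjusted p = 4.41e-05). With an estimated correlation, camera was past it only before adjustment (adjusted p = 0.0722). Scaling by library size only gave -0.50.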

Transcript profiling revealed no increased expression of Opi1 target genes in *ups1*Δ cells, consistent with the unaltered PA levels and increased PI in ER membranes in *ups1*Δ cells. The uncontrolled accumulation of PC and PI in the ER membrane may also retard functionality of the ER in addition to the limited UPR activation, contributing to the impaired glycolytic growth in *ups1*Δ cells.

The low PE/PC ratio in ER membranes suppresses the basal UPR in *ups1*Δ cells, complementing previous findings which revealed UPR activation upon an increase of the PE/PC ratio (41). The ratio of PE and PC determines membrane packing and curvature stress in the ER membrane, which appears to be sensed by the Ire1 kinase. Indeed, an amphipathic helix adjacent to the transmembrane domain of Ire1 was found to detect biophysical changes at the ER membrane (64). It therefore can be envisioned that the low PE/PC ratio may improve membrane packing and restrain the formation of the X-shaped transmembrane dimer of Ire1.

Protein synthesis is suppressed under stress conditions (54). Our transcriptome data correspondingly show that expression levels of genes involved in ribosome biogenesis are decreased in wild-type cells treated with tunicamycin. On the other hand, tunicamycin induces a number of those genes in *ups1*Δ cells in accordance with the recovery of glycolytic growth of the cells. 

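Ribosome biogenesis was examined with the genes of its own term and those of preribosomal particles, in addition to rRNA processing. Of 19 genes of the ribosome biogenesis term, tunicamycin lowered 16 in wild-type cells, and 1, *RNP1* (3.61), was higher and was named after its value was seen. *RNP1* was at 7.34 without untreated wild-type replicate 3. The median was -1.46 (camera adjusted p = 4.41e-07), and -0.94 with library size only. Of 78 genes annotated to the 90S preribosome, 77 were lower at an adjusted p-value under 0.05 in edgeR, and *SQS1* was higher. Their median log2 fold change was -1.59 (camera adjusted p = 1.58e-29), and -1.07 with libraries scaled by library size only. Leaving out single libraries kept it between -1.64 and -1.54. Of 57 genes of the large subunit precursor, 55 were lower, with a median of -1.84 (camera adjusted p = 1.46e-26). With an estimated correlation, camera was past the threshold for these sets only before adjustment.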

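Of the 58 rRNA processing genes that tunicamycin lowered in wild-type cells, 22 (37.9%) were higher and 3 (5.17%) lower in *ups1*Δ cells treated with tunicamycin, at an adjusted p-value under 0.05 in edgeR. Among all genes lowered in wild-type cells, 241 of 2119 (11.4%) were higher in *ups1*Δ cells and 415 (19.6%) lower. For the ribosome biogenesis term, 4 of 16 genes were higher and 5 lower, and without ribosomal protein genes 4 of 10 were higher and 1 lower. For the ribosome biogenesis and rRNA maturation terms together, without ribosomal protein genes, 94 of 195 (48.2%) were higher and 2 lower. For the 90S preribosome, 37 of 77 genes were higher and 16 lower. Without ribosomal protein genes, the numbers were 36 and 0 of 56. Of the 136 ribosomal protein genes lowered in wild-type cells, 96 (70.6%) were also lower in *ups1*Δ cells. The median of the 90S preribosome genes in *ups1*Δ cells was 0.40 (camera adjusted p = 0.00457). It was 0.26, and not past the threshold of camera, without untreated replicate 3 of *ups1*Δ, and the fry test on all libraries gave an adjusted p = 0.188. The interaction median of these genes was 2.00 (camera adjusted p = 7.40e-39).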

One remaining question is how tunicamycin treatment induces genes involved in protein synthesis, although it does not restore TORC1 signaling in *ups1*Δ cells. In contrast to the previous indication that the suppression of protein synthesis with tunicamycin proceeds independent of the UPR (65), the growth recovery of *ups1*Δ cells by tunicamycin depends on Ire1 and Hac1. Therefore, our results imply the existence of an UPR-dependent pathway promoting protein synthesis that is induced by proteotoxic stress in *ups1*Δ cells.

The loss of Ups1 also impairs TORC1 signaling independent of UPR inhibition. TORC1 inhibition in *ups1*Δ cells is not caused by alterations in the membrane lipid composition of the ER membrane, as neither a decreased PE/PC ratio, nor the accumulation of PA by other means (*e.g.*, inhibition of PA phosphatase complex in *nem1*Δ or *spo7*Δ cells; Fig. S3, *F* and *G*) resulted in the inhibition of TORC1 activity. Notably, previous studies have reported that TORC1-dependent Sch9 phosphorylation is inhibited by mitochondrial depolarization (66), coupling mitochondrial OXPHOS activity with cellular nutrient signaling. Because mitochondrial membrane potential is low in *ups1*Δ cells grown in glucose media (35), it is conceivable that mitochondrial depolarization upon inhibition of PA transport interferes with TORC1 signaling in *ups1*Δ cells. Interestingly, the strong induction of Pdr3, Pdr5, and Pdr15 in *ups1*Δ cells suggests induction of the mitochondrial compromised protein import response (67), which is in line with mitochondrial depolarization and import defects in *ups1*Δ cells (35). Therefore, it is tempting to speculate that signaling cascades in response to mitochondrial protein import stress might contribute to the TORC1 inhibition in *ups1*Δ cells (68). 

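*PDR3* (YBL005W), on chromosome II from 217470 to 220400, encodes a transcription factor of the drug resistance network. Its transcript was at 84.6 ± 3.62 CPM (SD, n = 3) in untreated wild-type cells and at 287 ± 8.77 (SD, n = 3) in untreated *ups1*Δ cells. The log2 fold change was 1.79 (SE 0.06, adjusted p = 1.66e-07 from edgeR's quasi-likelihood test). *PDR5* (YOR153W), on chromosome XV from 619840 to 624375, and *PDR15* (YDR406W), on chromosome IV from 1279210 to 1283799, encode related ABC transporters. *PDR5* rose from 1225 ± 109 to 9223 ± 260 CPM (SD, n = 3 each), a log2 fold change of 2.94 (SE 0.08, adjusted p = 3.58e-08 in edgeR). *PDR15* rose from 113 ± 9.57 to 1275 ± 375 (SD, n = 3 each), a log2 fold change of 3.53 (SE 0.22, adjusted p = 5.08e-05 in edgeR). *PDR15* was highest in untreated *ups1*Δ replicate 3, and without that library its log2 fold change was 3.25. All 3 genes were also higher at an adjusted p-value under 0.05 when adjusted over the list alone and under each alternative. Scaling by library size only moved *PDR3* to 1.85, *PDR5* to 3.00 and *PDR15* to 3.59.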

While further studies are needed to elucidate the link between mitochondrial depolarization and TORC1 signaling, our findings highlight that disturbances in the intramitochondrial transport of phospholipids and alterations in the phospholipid composition of mitochondrial membranes can broadly affect cellular signaling.

## Experimental procedures

### Yeast strains

*Saccharomyces cerevisiae* strains used in this study are based on S288c or W303. The genotype of the yeast strains is described in the strain list table (Table S5). Genes were deleted by PCR-targeted homologous recombination with the respective forward and reverse primers. Plasmids encoding disruption maker, HphNT1, NatNT2 or KanMX6, were used as template. C-terminal 6xHA tag of Sch9 at its endogenous loci was constructed using PCR-targeted homologous recombination with plasmid encoding 6HA-NatNT2 (69). For construction of cells expressing both Ire1(ΔIII)-3HA-GFP and *4xUPRE-GFP*, *4xUPRE-GFP* was integrated by PCR-targeted homologous recombination at the *URA3* locus in cells expressing Ire1(ΔIII)-3HA-GFP kindly provided by R. Ernst (PZMS, Homburg). *4xUPRE-GFP-URA3* was amplified using as a template genomic DNA of a yeast strain, which contained this gene and which was kindly provided by M. Graef (MPI aging, Cologne) as a template.

### Growth conditions

Yeast strains were cultured in YPD medium (1% yeast extract, 2% peptone, and 2% glucose) or synthetic complete glucose (SCD) medium (0.17% yeast nitrogen base without amino acids, ammonium sulfate, 0.5% ammonium sulfate, and 2% glucose) supplemented with necessary amino acids at 30 °C. Choline (1 mM; SIGMA) in water, tunicamycin (0.25, 0.5 or 1 μg/ml; Merck) in DMSO or rapamycin (0.2 μg/ml; SIGMA) in DMSO were added to the media when indicated. For cell growth assay, cells were grown in SCD plate for 1 day at 30 °C and suspended in water at a concentration of 0.1 OD_600_ units. Four microliter of 5-fold serial dilutions of cells were spotted on SCD plates and incubated for 2 days at 30 °C.

### Preparation of ER-enriched microsomes

Hundred OD_600_ units of cells grown to log phase in SCD medium were collected by centrifugation (3000*g*, 5 min), washed once with H_2_O, resuspended in Tris-DTT buffer (0.1 M Tris, 10 mM DTT), and incubated for 15 min at 30 °C. Cells were collected by centrifugation (3000*g*, 5 min), washed once with 1.2 M sorbitol, resuspended in sorbitol-phosphate buffer (20 mM potassium phosphate buffer [pH 7.4], 1.2 M sorbitol) containing lyticase, and incubated for 40 min at 30 °C. Spheroplasts were collected by centrifugation (3000*g*, 5 min) and resuspended in ice-cold homogenization buffer (0.6 M sorbitol, 10 mM Tris-HCl [pH 7.4], 1 mM EDTA, 0.3% BSA [fatty acid free], 1 mM PMSF). Whole cell homogenates were subjected to centrifugation (1200*g*, 5 min, 4 °C). Membrane and microsomes soluble fraction were separated by centrifugation (17,500*g*, 5 min, 4 °C). Supernatant was transferred to new tubes and subjected to centrifugation (40,000*g*, 40 min, 4 °C). The pellet was resuspended in 200 μl of pure water, and the protein concentration was determined by BCA assay. Aliquots of 50 μg protein were kept at −80 °C and were subjected to lipid analysis by qMS.

### Quantitative mass spectrometry of phospholipids

0.5 OD_600_ unit of cells or 5 μg protein of ER-enriched microsomes were used for lipid analysis by qMS. Mass-spectrometric analysis of phospholipids was performed essentially as described (70). Briefly, lipids were extracted from samples in the presence of internal standards of major phospholipids (PC 17:0–14:1, PE 17:0–14:1, PI 17:0–14:1, PS 17:0–14:1, PA 17:0–14:1, PG 17:0–14:1 all from Avanti Polar Lipids) and CL (CL mix I, Avanti Polar Lipids LM-6003). Extraction was performed according to Bligh and Dyer with modifications. Final lipid samples were dissolved in 10 mM ammonium acetate in methanol and were sprayed into a QTRAP 6500 triple quadrupole mass spectrometer (SCIEX) by nanoinfusion spray device (TriVersa NanoMate with ESI-Chip type A, Advion). The quadrupoles Q1 and Q3 were operated at unit resolution. Phospholipid analysis was carried out in positive ion mode. PC analysis was carried out by scanning for precursors of m/z 184 at a collision energy (CE) of 37 eV. PE, PI, PS, PG, and PA measurements were performed by scanning for neutral losses of 141, 277, 185, 189, and 115 Da at CEs of 30, 30, 30, 25, and 25 eV, respectively. CL species were identified by scanning for precursors of the masses (m/z 465.4, 467.4, 491.4, 493.4, 495.4, 505.5, 519.5, 521.5, 523.5, 535.5, 547.5, 549.5, 551.5, 573.5, 575.5, 577.5, 579.5, 601.5, 603.5, 605.5, 607.5, 631.5, 715.5, and 771.5 Da) corresponding DAG-H_2_O fragments as singly charged ions at CEs of 45 eV. Mass spectra were analyzed by the LipidView Software Version 1.2 (SCIEX) for identification, correction of isotopic overlap, and quantification of lipids. Correction of isotopic overlap in CL species was performed using a spreadsheet calculating and subtracting theoretical amounts of [M + 2] and [M + 4] isotopes of each CL species that are isobalic to other CL species. Lipid amounts (pmol) were corrected for response differences between internal standards and endogenous lipids.

### Immunoblotting

One OD_600_ units of cells were collected, washed with H_2_O, and extracted by alkaline lysis (0.24 M NaOH, 1% 2-mercaptoethanol, 1 mM PMSF). Protein was precipitated in 25% trichloroacetic acid for 10 min on ice. Precipitates were washed with ice-cold acetone two times, dried, resuspended in 50 μl protein sample buffer (60 mM Tris-HCl [pH 6.8], 2% SDS, 10% glycerol, 20 mM DTT, 0.025% bromophenol blue), and incubated for 20 min at 40 °C. Samples corresponding to 0.2 OD_600_ units of cells were separated by SDS-PAGE, immunobloted to nitrocellulose membrane, and immunodecorated with α-GFP (1:5000, ORIGENE), α-PGK1 (1:10,000, Abcam), or α-HA (1:1,000, Roche). Anti-rabbit, anti-mouse, or anti-rat secondary antibodies conjugated to Dylight 800 (1:40,000, LI-COR) were used and detected with the Odyssey Infrared Imaging System (LI-COR). Quantification of the signals was performed using Image Studio Lite (LI-COR).

### RNA extraction and quantitative RT-PCR

Total RNA was isolated with the NucleoSpin RNA kit (MACHEREY-NAGEL) from 3 OD_600_ units of cells, according to the manufacturer's protocol. cDNA was synthesized with 1 μg RNA and the GoScript Reverse Transcription Mix, Oligo(dT) (Promega). Quantitative RT-PCR was performed with Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) and the following primers: *ACT1* forward 5′-TGTCACCAACTGGGACGATA and reverse 5′-AACCAGCGTAAATTGGAACG; spliced *HAC1* forward 5′-GCGTAATCCAGAAGCGCAGT and reverse 5′-GTGATGAAGAAATCATTCAATTCAAATG. QuantStudio 5 (Thermo Fisher Scientific) was used for measurement. Data were analyzed according to the ΔΔCT method normalized to housekeeping gene *ACT1*.

### RNA sequence for transcriptomics

Libraries were prepared using the Illumina TruSeq mRNA stranded sample preparation Kit. Library preparation started with 1 μg total RNA. After poly-A selection (using poly-T oligo-attached magnetic beads), mRNA was purified and fragmented using divalent cations under elevated temperature. The RNA fragments underwent reverse transcription using random primers. This is followed by second strand cDNA synthesis with DNA Polymerase I and RNase H. After end repair and A-tailing, indexing adapters were ligated. The products were then purified and amplified (14 PCR cycles) to create the final cDNA libraries. After library validation and quantification (Agilent tape station), equimolar amounts of library were pooled. The pool was quantified by using the Peqlab KAPA Library Quantification Kit and the Applied Biosystems 7900HT Sequence Detection System. The pool was sequenced with a PE100 run on a NovaSeq6000 sequencer.

### Bioinformatics and data analysis for transcriptomics

Raw reads were quantified using the alignment-free quantification tool kallisto version 0.45.0. Reference genome is sacCer3. Gene counts were imported to R version 3.5.1 and normalized to library size using DESeq2 version 1.22.2. General differential gene expression was determined in pairwise comparisons using DESeq2. Functional enrichment of differentially expressed genes was performed using the DAVID API as previously reported (71). The Yeast Gene Ontology-slim list and information of gene function were obtained from the *Saccharomyces* Genome Database.

### Protein lysis and digest for proteomics

One OD_600_ units of cells were lysed in 40 μl of 2% SDC in 100 mM Tris-HCl [pH 8.0], and lysate was cleared by centrifugation (12,000 rpm, 10 min, 25 °C). Supernatant was subjected to protein concentration determination. In total, 30 μg of protein were used for protein digestion. Proteins were reduced and alkylated by TCEP (10 mM) and CAA (20 mM) for 60 min at 45 °C. 1 μg of LysC endopeptidase was added and incubated at 37 °C or 2 h, followed by addition of 1 μg of Trypsin for digestion at 37 °C for 16 h. Digestion was stopped by addition of TFA to a final concentration of 0.5%. Lysates were cleared (SDC precipitates) by centrifugation, and the supernatant was subjected for desalting using the StageTip (material: SDB-RPS, Affinisep) technique (72).

To generate the peptide spectral library, 2 μl of each sample (all conditions pooled 1:1) was pooled and subjected to high pH reversed phase chromatography. The instrumentation consisted out of a ZirconiumTM Ultra HPLC and a PAL RTC autosampler. The buffer systems consisted out of two buffers. (A) 10 mM ammonium hydroxide and (B) 80% acetonitrile and 10 mM ammonium hydroxide. Peptides were separated according to their hydrophobicity using an in-house packed column (length = 40 cm, inner diameter = 200 μm, 2.7-μm beads, PoroShell, Agilent Technologies) column. The instrument communicated and were controlled using the software Chronos (Axel Semrau GmbH). The gradient length was 60 min, and in total, 12 fractions were collected (1/60 s) and subsequently concentrated using a SpeedVac to complete dryness. Peptides were dissolved in 10 μl 2% formic acid, 2.5% acetonitrile of which 3 μl were injected per liquid chromatography and tandem mass spectrometry run.

### Liquid chromatography and tandem mass spectrometry

For the MS/MS spectra library generation, the QExactive HF-x operated in a Top22 data-dependent mode. MS1 spectra were acquired in a mass range of 350 to 1750 m/z, using an AGC target of 3 × 106 and a resolution at 200 m/z of 60,000. MS/MS spectra were acquired at 15,000 resolution using an AGC target of 5 × 105 and a maximal injection time of 22 ms.

For data-independent acquisition measurements, MS1 spectra were acquired using a resolution of 60,000 and an AGC target of 1 × 106. For MS/MS independent spectra acquisition, 48 windows were acquired at an isolation m/z range of 15 Th and the isolation windows overlapped by 1 Th. The isolation center range covered a mass range of 385 to 1043 m/z. Fragmentation spectra were acquired at a resolution of 15,000 at 200 m/z using a maximal injection time of 22 ms and stepped normalized collision energies of 24, 27, 30. The default charge state was set to 4.

### Bioinformatics and data analysis for proteomics

The MS/MS data-dependent spectra library was analyzed with MaxQuant 1.6.3.4 and the implemented Andromeda search engine (73) using default settings. The acquired MS2 spectra were correlated against the Uniprot reference Yeast proteome (downloaded 01.2019, 6007 entries). The maximum number of missed cleavages was set to 2. Carbamidomethylation at cysteine residues was defined as a fixed modification, whereas methionine oxidation and protein N-terminal acetylation were defined as variable modification. The false discovery rate (FDR) on the peptide spectrum match and protein level was estimated to 0.01 using the implemented decoy-based algorithm. The mass tolerance on the peptide precursor level to 20 ppm (first search) and 4.5 ppm (main search). On the fragment level (MS2), the mass tolerance was set to 20 ppm. The output txt folder was then used to build the spectral library in Spectronaut (v. 13.0.190604). Data-independent acquisition runs were analyzed using the following settings in Spectronaut (v. 14.10.201222) utilizing the DDA library. Acquired runs were aligned using Precision iRT algorithm in Spectronaut by applying nonlinear regression. The algorithm is based on correlation of extracted ion currents to a consensus elution profile (74). Mass tolerances were set as default (40 ppm for MS1 and MS2 level). Q-value cutoff on precursor and protein level was set to 0.01 using the implemented decoy method “mutated”. A maximum of three precursors were picked per peptide. Quantification was done on the MS2 level using the are under curve. Protein identifications with single peptide identifications in the library were removed as well as proteins that were identified by a single library peptide in DDA runs.

The data were exported in pivot-table format and further processed in Perseus (75). For pairwise comparison a two-sided *t* test was utilized. The FDR was calculated by a permutation-based approach using 500 permutations and a fudge factor s0 of 0.1 A protein was considered to be significantly differently expressed at a FDR of 5%. No cutoff for the fold change was considered. 1D enrichments (76) were performed in Perseus software using the Gene Ontology annotations of the Uniprot database.

### SCH9 phosphorylation assay

2-nitro-5-thiocyanobenzoic acid treatments were performed as previously reported with slight modifications (56). Ten OD_600_ units of cells were treated with 6% trichloroacetic acid for 5 min on ice, washed twice with ice-cold acetone, and dried using a SpeedVac. The pellets were re-dissolved in 150 μl of urea lysis buffer (50 mM Tris [pH 7.5], 5 mM EDTA, 6 M urea, 1% SDS, 1 mM PMSF, and 1× Protease/Phosphatase inhibitor cocktail (CST)) and lysed with 0.7-mm-diameter zirconia beads in beads beater (3 × 30 s). After incubation for 10 min at 65 °C and centrifugation (20,000*g*, 2 min), 100 μl of supernatant was transferred to a new 1.5 ml reaction tube. The lysates were mixed with 30 μl of 0.5 M CHES [pH 10.5] and 20 μl of 7.5 M 2-nitro-5-thiocyanobenzoic acid and incubated overnight at room temperature. Each sample was mixed with 50 μl of 4× protein sample buffer (240 mM Tris-HCl [pH 6.8], 8% SDS, 40% glycerol, 80 mM DTT, 0.1% bromophenol blue) and subjected to Western blotting.

### Statistical analysis

Quantitative data are presented as arithmetic means ± standard deviation. The statistical significance in related figures was assessed using two-tailed Student's *t* test. A *p* values and the number of experiments (n) are described in corresponding figure legend.

## Data availability

All data are contained within the manuscript. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (77) with the data set identifier: PXD022321. Transcriptomic data have been deposited to the GEO omnibus with the data set identifier GSE160861.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Tatsuta T., Langer T. (2017). Intramitochondrial phospholipid trafficking. Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[2] van Meer G., Voelker D.R., Feigenson G.W. (2008). Membrane lipids: Where they are and how they behave. Nat. Rev. Mol. Cell Biol.

[3] Paradies G., Paradies V., De Benedictis V., Ruggiero F.M., Petrosillo G. (2014). Functional role of cardiolipin in mitochondrial bioenergetics. Biochim. Biophys. Acta.

[4] Musatov A., Sedlak E. (2017). Role of cardiolipin in stability of integral membrane proteins. Biochimie.

[5] Ikon N., Ryan R.O. (2017). Cardiolipin and mitochondrial cristae organization. Biochim. Biophys. Acta Biomembr..

[6] Kameoka S., Adachi Y., Okamoto K., Iijima M., Sesaki H. (2018). Phosphatidic acid and cardiolipin coordinate mitochondrial dynamics. Trends Cell Biol..

[7] Pizzuto M., Pelegrin P. (2020). Cardiolipin in immune signaling and cell death. Trends Cell Biol..

[8] Bertero E., Kutschka I., Maack C., Dudek J. (2020). Cardiolipin remodeling in Barth syndrome and other hereditary cardiomyopathies. Biochim. Biophys. Acta Mol. Basis Dis..

[9] Chu C.T., Ji J., Dagda R.K., Jiang J.F., Tyurina Y.Y., Kapralov A.A., Tyurin V.A., Yanamala N., Shrivastava I.H., Mohammadyani D., Wang K.Z.Q., Zhu J., Klein-Seetharaman J., Balasubramanian K., Amoscato A.A. (2013). Cardiolipin externalization to the outer mitochondrial membrane acts as an elimination signal for mitophagy in neuronal cells. Nat. Cell Biol..

[10] Lutter M., Fang M., Luo X., Nishijima M., Xie X., Wang X. (2000). Cardiolipin provides specificity for targeting of tBid to mitochondria. Nat. Cell Biol..

[11] Kuwana T., Mackey M.R., Perkins G., Ellisman M.H., Latterich M., Schneiter R., Green D.R., Newmeyer D.D. (2002). Bid, Bax, and lipids cooperate to form supramolecular openings in the outer mitochondrial membrane. Cell.

[12] Claypool S.M., Koehler C.M. (2012). The complexity of cardiolipin in health and disease. Trends Biochem. Sci..

[13] Pollard A.K., Ortori C.A., Stoger R., Barrett D.A., Chakrabarti L. (2017). Mouse mitochondrial lipid composition is defined by age in brain and muscle. Aging.

[14] Peng K.Y., Watt M.J., Rensen S., Greve J.W., Huynh K., Jayawardana K.S., Meikle P.J., Meex R.C.R. (2018). Mitochondrial dysfunction-related lipid changes occur in nonalcoholic fatty liver disease progression. J. Lipid Res..

[15] Clarke S.L., Bowron A., Gonzalez I.L., Groves S.J., Newbury-Ecob R., Clayton N., Martin R.P., Tsai-Goodman B., Garratt V., Ashworth M., Bowen V.M., McCurdy K.R., Damin M.K., Spencer C.T., Toth M.J. (2013). Barth syndrome. Orphanet J. Rare Dis..

[16] Lev S. (2012). Nonvesicular lipid transfer from the endoplasmic reticulum. Cold Spring Harb. Perspect. Biol..

[17] Choi S.Y., Huang P., Jenkins G.M., Chan D.C., Schiller J., Frohman M.A. (2006). A common lipid links Mfn-mediated mitochondrial fusion and SNARE-regulated exocytosis. Nat. Cell Biol.

[18] Bektas M., Payne S.G., Liu H., Goparaju S., Milstien S., Spiegel S. (2005). A novel acylglycerol kinase that produces lysophosphatidic acid modulates cross talk with EGFR in prostate cancer cells. J. Cell Biol..

[19] Osman C., Voelker D.R., Langer T. (2011). Making heads or tails of phospholipids in mitochondria. J. Cell Biol.

[20] Tamura Y., Kawano S., Endo T. (2020). Lipid homeostasis in mitochondria. Biol. Chem..

[21] Gaigg B., Simbeni R., Hrastnik C., Paltauf F., Daum G. (1995). Characterization of a microsomal subfraction associated with mitochondria of the yeast, Saccharomyces cerevisiae. Involvement in synthesis and import of phospholipids into mitochondria. Biochim. Biophys. Acta.

[22] Kannan M., Lahiri S., Liu L.K., Choudhary V., Prinz W.A. (2017). Phosphatidylserine synthesis at membrane contact sites promotes its transport out of the ER. J. Lipid Res..

[23] Connerth M., Tatsuta T., Haag M., Klecker T., Westermann B., Langer T. (2012). Intramitochondrial transport of phosphatidic acid in yeast by a lipid transfer protein. Science.

[24] Aaltonen M.J., Friedman J.R., Osman C., Salin B., di Rago J.P., Nunnari J., Langer T., Tatsuta T. (2016). MICOS and phospholipid transfer by Ups2-Mdm35 organize membrane lipid synthesis in mitochondria. J. Cell Biol..

[25] Miyata N., Watanabe Y., Tamura Y., Endo T., Kuge O. (2016). Phosphatidylserine transport by Ups2-Mdm35 in respiration-active mitochondria. J. Cell Biol..

[26] Potting C., Tatsuta T., Konig T., Haag M., Wai T., Aaltonen M.J., Langer T. (2013). TRIAP1/PRELI complexes prevent apoptosis by mediating intramitochondrial transport of phosphatidic acid. Cell Metab..

[27] MacVicar T., Ohba Y., Nolte H., Mayer F.C., Tatsuta T., Sprenger H.G., Lindner B., Zhao Y., Li J., Bruns C., Kruger M., Habich M., Riemer J., Schwarzer R., Pasparakis M. (2019). Lipid signalling drives proteolytic rewiring of mitochondria by YME1L. Nature.

[28] Saita S., Tatsuta T., Lampe P.A., Konig T., Ohba Y., Langer T. (2018). PARL partitions the lipid transfer protein STARD7 between the cytosol and mitochondria. EMBO J..

[29] Watanabe Y., Tamura Y., Kawano S., Endo T. (2015). Structural and mechanistic insights into phospholipid transfer by Ups1-Mdm35 in mitochondria. Nat. Commun..

[30] Miliara X., Garnett J.A., Tatsuta T., Abid Ali F., Baldie H., Pérez-Dorado I., Simpson P., Yague E., Langer T., Matthews S. (2015). Structural insight into the TRIAP1/PRELI-like domain family of mitochondrial phospholipid transfer complexes. EMBO Rep..

[31] Yu F., He F., Yao H., Wang C., Wang J., Li J., Qi X., Xue H., Ding J., Zhang P. (2015). Structural basis of intramitochondrial phosphatidic acid transport mediated by Ups1-Mdm35 complex. EMBO Rep..

[32] Miliara X., Tatsuta T., Berry J.L., Rouse S.L., Solak K., Chorev D.S., Wu D., Robinson C.V., Matthews S., Langer T. (2019). Structural determinants of lipid specificity within Ups/PRELI lipid transfer proteins. Nat. Commun..

[33] Sesaki H., Dunn C.D., Iijima M., Shepard K.A., Yaffe M.P., Machamer C.E., Jensen R.E. (2006). Ups1p, a conserved intermembrane space protein, regulates mitochondrial shape and alternative topogenesis of Mgm1p. J. Cell Biol.

[34] Osman C., Haag M., Potting C., Rodenfels J., Dip P.V., Wieland F.T., Brugger B., Westermann B., Langer T. (2009). The genetic interactome of prohibitins: Coordinated control of cardiolipin and phosphatidylethanolamine by conserved regulators in mitochondria. J. Cell Biol..

[35] Tamura Y., Endo T., Iijima M., Sesaki H. (2009). Ups1p and Ups2p antagonistically regulate cardiolipin metabolism in mitochondria. J. Cell Biol..

[36] Uhlen M., Zhang C., Lee S., Sjöstedt E., Fagerberg L., Bidkhori G., Benfeitas R., Arif M., Liu Z., Edfors F., Sanli K., von Feilitzen K., Oksvold P., Lundberg E., Hober S. (2017). A pathology atlas of the human cancer transcriptome. Science.

[37] Joshi A.S., Thompson M.N., Fei N., Huttemann M., Greenberg M.L. (2012). Cardiolipin and mitochondrial phosphatidylethanolamine have overlapping functions in mitochondrial fusion in Saccharomyces cerevisiae. J. Biol. Chem..

[38] Gao X., van der Veen J.N., Vance J.E., Thiesen A., Vance D.E., Jacobs R.L. (2015). Lack of phosphatidylethanolamine N-methyltransferase alters hepatic phospholipid composition and induces endoplasmic reticulum stress. Biochim. Biophys. Acta.

[39] Fu S., Yang L., Li P., Hofmann O., Dicker L., Hide W., Lin X., Watkins S.M., Ivanov A.R., Hotamisligil G.S. (2011). Aberrant lipid metabolism disrupts calcium homeostasis causing liver endoplasmic reticulum stress in obesity. Nature.

[40] Ho N., Xu C., Thibault G. (2018). From the unfolded protein response to metabolic diseases - lipids under the spotlight. J. Cell Sci.

[41] Thibault G., Shui G., Kim W., McAlister G.C., Ismail N., Gygi S.P., Wenk M.R., Ng D.T. (2012). The membrane stress response buffers lethal effects of lipid disequilibrium by reprogramming the protein homeostasis network. Mol. Cell.

[42] Pollard M.G., Travers K.J., Weissman J.S. (1998). Ero1p: A novel and ubiquitous protein with an essential role in oxidative protein folding in the endoplasmic reticulum. Mol. Cell.

[43] Walter P., Ron D. (2011). The unfolded protein response: From stress pathway to homeostatic regulation. Science.

[44] Mori K., Kawahara T., Yoshida H., Yanagi H., Yura T. (1996). Signalling from endoplasmic reticulum to nucleus: Transcription factor with a basic-leucine zipper motif is required for the unfolded protein-response pathway. Genes Cells.

[45] Cox J.S., Walter P. (1996). A novel mechanism for regulating activity of a transcription factor that controls the unfolded protein response. Cell.

[46] Cox J.S., Shamu C.E., Walter P. (1993). Transcriptional induction of genes encoding endoplasmic reticulum resident proteins requires a transmembrane protein kinase. Cell.

[47] Mori K., Ma W., Gething M.J., Sambrook J. (1993). A transmembrane protein with a cdc2+/CDC28-related kinase activity is required for signaling from the ER to the nucleus. Cell.

[48] Credle J.J., Finer-Moore J.S., Papa F.R., Stroud R.M., Walter P. (2005). On the mechanism of sensing unfolded protein in the endoplasmic reticulum. Proc. Natl. Acad. Sci. U. S. A..

[49] Kimata Y., Ishiwata-Kimata Y., Ito T., Hirata A., Suzuki T., Oikawa D., Takeuchi M., Kohno K. (2007). Two regulatory steps of ER-stress sensor Ire1 involving its cluster formation and interaction with unfolded proteins. J. Cell Biol..

[50] Promlek T., Ishiwata-Kimata Y., Shido M., Sakuramoto M., Kohno K., Kimata Y. (2011). Membrane aberrancy and unfolded proteins activate the endoplasmic reticulum stress sensor Ire1 in different ways. Mol. Biol. Cell.

[51] Henry S.A., Kohlwein S.D., Carman G.M. (2012). Metabolism and regulation of glycerolipids in the yeast Saccharomyces cerevisiae. Genetics.

[52] Shamu C.E., Walter P. (1996). Oligomerization and phosphorylation of the Ire1p kinase during intracellular signaling from the endoplasmic reticulum to the nucleus. EMBO J..

[53] Miyata N., Goda N., Matsuo K., Hoketsu T., Kuge O. (2017). Cooperative function of Fmp30, Mdm31, and Mdm32 in Ups1-independent cardiolipin accumulation in the yeast Saccharomyces cerevisiae. Sci. Rep..

[54] Gasch A.P., Spellman P.T., Kao C.M., Carmel-Harel O., Eisen M.B., Storz G., Botstein D., Brown P.O. (2000). Genomic expression programs in the response of yeast cells to environmental changes. Mol. Biol. Cell.

[55] Broach J.R. (2012). Nutritional control of growth and development in yeast. Genetics.

[56] Urban J., Soulard A., Huber A., Lippman S., Mukhopadhyay D., Deloche O., Wanke V., Anrather D., Ammerer G., Riezman H., Broach J.R., De Virgilio C., Hall M.N., Loewith R. (2007). Sch9 is a major target of TORC1 in Saccharomyces cerevisiae. Mol. Cell.

[57] Huber A., French S.L., Tekotte H., Yerlikaya S., Stahl M., Perepelkina M.P., Tyers M., Rougemont J., Beyer A.L., Loewith R. (2011). Sch9 regulates ribosome biogenesis via Stb3, Dot6 and Tod6 and the histone deacetylase complex RPD3L. EMBO J..

[58] Huber A., Bodenmiller B., Uotila A., Stahl M., Wanka S., Gerrits B., Aebersold R., Loewith R. (2009). Characterization of the rapamycin-sensitive phosphoproteome reveals that Sch9 is a central coordinator of protein synthesis. Genes Dev..

[59] Fang Y., Vilella-Bach M., Bachmann R., Flanigan A., Chen J. (2001). Phosphatidic acid-mediated mitogenic activation of mTOR signaling. Science.

[60] Foster D.A. (2013). Phosphatidic acid and lipid-sensing by mTOR. Trends Endocrinol. Metab..

[61] Dokudovskaya S., Rout M.P. (2015). SEA you later alli-GATOR--a dynamic regulator of the TORC1 stress response pathway. J. Cell Sci..

[62] Powis K., De Virgilio C. (2016). Conserved regulators of Rag GTPases orchestrate amino acid-dependent TORC1 signaling. Cell Discov..

[63] Ahmed K., Carter D.E., Lajoie P. (2019). Hyperactive TORC1 sensitizes yeast cells to endoplasmic reticulum stress by compromising cell wall integrity. FEBS Lett..

[64] Halbleib K., Pesek K., Covino R., Hofbauer H.F., Wunnicke D., Hanelt I., Hummer G., Ernst R. (2017). Activation of the unfolded protein response by lipid bilayer stress. Mol. Cell.

[65] Pincus D., Aranda-Diaz A., Zuleta I.A., Walter P., El-Samad H. (2014). Delayed Ras/PKA signaling augments the unfolded protein response. Proc. Natl. Acad. Sci. U. S. A..

[66] Kawai S., Urban J., Piccolis M., Panchaud N., De Virgilio C., Loewith R. (2011). Mitochondrial genomic dysfunction causes dephosphorylation of Sch9 in the yeast Saccharomyces cerevisiae. Eukaryot. Cell.

[67] Weidberg H., Amon A. (2018). MitoCPR-A surveillance pathway that protects mitochondria in response to protein import stress. Science.

[68] Samluk L., Chroscicki P., Chacinska A. (2018). Mitochondrial protein import stress and signaling. Curr. Opin. Physiol..

[69] Janke C., Magiera M.M., Rathfelder N., Taxis C., Reber S., Maekawa H., Moreno-Borchart A., Doenges G., Schwob E., Schiebel E., Knop M. (2004). A versatile toolbox for PCR-based tagging of yeast genes: New fluorescent proteins, more markers and promoter substitution cassettes. Yeast.

[70] Tatsuta T. (2017). Quantitative analysis of glycerophospholipids in mitochondria by mass spectrometry. Methods Mol. Biol..

[71] Metge F., Sehlke R., Boucas J. (2018). AGEpy: A python package for computational biology. bioRxiv.

[72] Rappsilber J., Ishihama Y., Mann M. (2003). Stop and go extraction tips for matrix-assisted laser desorption/ionization, nanoelectrospray, and LC/MS sample pretreatment in proteomics. Anal. Chem..

[73] Cox J., Mann M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat. Biotechnol..

[74] Bruderer R., Bernhardt O.M., Gandhi T., Miladinović S.M., Cheng L.Y., Messner S., Ehrenberger T., Zanotelli V., Butscheid Y., Escher C., Vitek O., Rinner O., Reiter L. (2015). Extending the limits of quantitative proteome profiling with data-independent acquisition and application to acetaminophen-treated three-dimensional liver microtissues. Mol. Cell. Proteomics.

[75] Tyanova S., Temu T., Cox J. (2016). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. Nat. Protoc..

[76] Cox J., Mann M. (2012). 1D and 2D annotation enrichment: A statistical method integrating quantitative proteomics with complementary high-throughput data. BMC Bioinformatics.

[77] Perez-Riverol Y., Csordas A., Bai J., Bernal-Llinares M., Hewapathirana S., Kundu D.J., Inuganti A., Griss J., Mayer G., Eisenacher M., Pérez E., Uszkoreit J., Pfeuffer J., Sachsenberg T., Yilmaz S. (2019). The PRIDE database and related tools and resources in 2019: Improving support for quantification data. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

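RNA was measured in 12 libraries of budding yeast, 3 each of untreated wild-type, untreated *ups1*Δ, tunicamycin-treated wild-type and tunicamycin-treated *ups1*Δ cultures. The authors estimated counts per gene with kallisto against sacCer3 and deposited them as whole-number expected counts that were not normalized. The authors also deposited a table for each of 4 pairwise comparisons made with DESeq2. These deposited tables hold normalized counts (signal), log2 fold changes with their standard errors, and p-values with adjusted p-values, computed by the authors within the 6 libraries of each comparison. Genes with fewer than 10 counts summed over those libraries are absent from them.

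Every result at a claim was computed from the deposited counts. The count table has 7110 features, of which 6146 have a name in the R64 annotation and 270 have no counts. Differences were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, robust quasi-likelihood fits and Benjamini-Hochberg adjustment at 0.05. Each pairwise test used the 6 libraries of its 2 groups, and the interaction of genotype and tunicamycin used all 12. Gene sets were tested with camera in limma 3.58.1 at a correlation of 0.01, and also with fry and with an estimated correlation. The plan tested each fixed list without adjustment. The p-values printed are adjusted over the 23 gene sets and lists of each comparison, with mating-type and marker lists left out, a family chosen after the data were seen. CPM values are relative to library size times its TMM factor and are given with the SD over 3 libraries. A gene with at most 3 counts in each library of a group is treated as at the limit of detection, and its fold change is given as a lower bound against 3 counts. Such limits cover counting error only.

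The tests, the alternatives, the gene lists for UPR targets, core autophagy, Opi1 targets, the PDR genes, the iron regulon, mating-type-specific genes and marker genes, and the rule for naming genes were set before the data were examined. However, the iron regulon and mating-type lists were written after the paper's Table S1, which comes from these same libraries, had been read. That table has members of both lists among its strongest changes, so neither list is independent of these data. The rule names the 3 largest increases and the 3 largest decreases of each pairwise comparison among genes past the threshold whose groups do not overlap and whose mean is at least 10 CPM in one group, and the genes the paper names. The lists of lysine biosynthesis and sulfate assimilation genes were added later. The plan took gene ontology membership from the deposited tables and left the sets untested if those carry no such identifiers. They carry none, and membership was instead taken from the R64 annotation after the data were examined. The results for rRNA processing and the other gene ontology sets are outside the plan in that respect. Of 16 terms, 13 had at least 5 genes tested between untreated *ups1*Δ and wild-type cells.

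The alternatives were DESeq2 (1.42.0), its size factors within edgeR, library size only, no filter, at least 10 counts in every library, all 12 libraries in one fit, a block for the replicate number, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, and leaving out each library in turn. The steps were tested on simulated data with 200 changed genes among 5758 (pairwise) or 5797 (interaction) run. Changes went up or down with equal chance, and all genes had the same dispersion. The pairwise test recovered 89.5% of them, and 99.3% of those with an absolute log2 fold change of at least 1, with 4.79% false calls. The interaction test recovered 74.0% and 96.4%, with 3.90% false calls. In the real libraries 52.3% of genes were called between untreated genotypes and 66.0% in the interaction. The simulation does not cover changes that widespread, so its error rates may not hold for them. The proteome was not analysed here, nor were qPCR, blots and growth assays. No library was left out of the main tests.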

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

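The tests of mixed libraries, of a fixed difference between the strains, of the iron and mitochondrial translation genes, and of single libraries and scaling were chosen after the results were seen. The tests of other splits of the libraries, of chromosomes and of library composition were not. The test of strain markers was written before the counts were read, but after the paper's Table S1, which lists *LYS2* and *MET17* at 0 in wild-type cells, was at hand.

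The response to tunicamycin differed between the genotypes for 3849 genes in edgeR's interaction test. Of 100 splits of the 12 libraries, 1, the real one, gave as many genes, and the largest other count was 2671. Most other splits put both genotypes into the same group, which widens the spread, and the median of the other counts was 0. The splits therefore cannot separate an interaction from the large difference between the genotypes. The interaction median was 1.89 for rRNA processing, 2.44 for ribosomal protein genes and -1.14 for core autophagy genes, with 14 of 18 autophagy genes lower and 0 higher (0 also at an unadjusted p-value under 0.05). Single libraries do not account for the rRNA processing result, since its lowest median was 1.78 when each of the 12 was left out. Neither does scaling, since with library size only, which moved the interaction median of all genes from -0.035 to -0.42, that of the rRNA processing genes was still 1.51. A difference in how Ups1-deficient cells respond to tunicamycin may underlie the pattern, but genotype is confounded with mating type and marker genes in these libraries, and that explanation was not separated from it.

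Between *ups1*Δ and wild-type cells treated with tunicamycin, a comparison outside the paper's text, 3831 of 5771 genes had an adjusted p-value under 0.05 in edgeR, 1890 higher and 1941 lower. Treated libraries of the genotypes did not overlap for 71.4% of genes, against 10% by chance. Of the 10 splits of the 6 libraries, 1, the real one, gave as many, which is the smallest share the design allows. The same holds for the comparisons of untreated genotypes (1 of 10) and of treated with untreated wild-type (1 of 10) and *ups1*Δ (1 of 10) cells. With library size only, the median of all genes was -0.32 instead of -0.026, and 70.6% instead of 50.7% of the genes past the threshold were lower. The largest increases were in *MET17* and *LYS2*, at least 957-fold and 572-fold, and *MF(ALPHA)1* (11.03). The largest decreases were in *HMRA1*, at least 65.6-fold, *MFA2* (-9.71) and *AGA2* (-9.00). The treated *ups1*Δ libraries had 1, 1 and 4 counts of *MFA2* and 4, 3 and 0 of *AGA2*, so the sizes of these decreases depend on single libraries. Across fits that each left out a library, *MFA2* ranged from -10.71 to -9.19 and *AGA2* from -9.67 to -8.52. Of 2208 genes past the threshold between genotypes both with and without tunicamycin, 587 (26.6%) had the same direction in both. Between treated genotypes the rRNA processing genes were higher in *ups1*Δ cells, with a median of 1.28, which includes their different response to tunicamycin. This does not separate a fixed difference between the strains from an effect of Ups1 loss on their lower level in untreated cells, and both stay open.

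*MET17* and *LYS2*, signals the paper does not discuss, had at least 1168 and 1250 counts in each *ups1*Δ library and 0 in each wild-type library. Between untreated genotypes the median was 6.20 for 5 alpha-specific genes, with genes at the limit of detection at their bound, and -6.72 for 7 a-specific genes. With tunicamycin the medians between genotypes were 3.20 and -6.99. A pair of BY4741 and BY4742 strains would have *LYS2* near 0 in the *ups1*Δ libraries, and its lowest count of 1250 there argues against that pair. Mixed or swapped libraries are argued against by *UPS1*, which had at most 2 counts in any *ups1*Δ library. The libraries of the genotypes thus differ in mating-type-specific genes and in these markers. That difference could contribute to other differences between the genotypes, which was not tested.

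All 12 genes of the iron regulon were higher in untreated *ups1*Δ cells, with a median of 2.91 (camera adjusted p = 4.06e-63, or 0.0135 with an estimated correlation). They are not near the limit of detection, since 11 of the 12 averaged at least 10 CPM in untreated wild-type libraries. With tunicamycin the median between genotypes was 2.69. The list was chosen because members were among the strongest increases in the paper's Table S1. That table comes from these same libraries, so the test of the list is not independent of them. The paper does not discuss these genes. A response of Ups1-deficient cells and a strain difference both stay open.

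The genes of mitochondrial translation were higher in untreated *ups1*Δ cells, with a median of 0.47, 74 higher and 1 lower. The lower gene, *MMF1* (-0.39), was named after its value was seen. The median lies above the upper limits of the central 95% of medians of random sets matched on mean expression (0.15) and on length and GC content (0.14). Camera with an estimated correlation gave an adjusted p = 0.389. The paper's Table S4 gives a proteome score of -0.534 for mitochondrial translation, in the other direction. What separates transcripts from proteins here was not tested.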

How the results depend on the processing

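Counts of genes past the threshold stayed within 1.5 times the reported count under 56 of 65 alternatives that kept all libraries. Requiring an absolute log2 fold change of at least 1 lowered them, by its construction, to 475 between untreated genotypes, 2023 for tunicamycin in wild-type cells, 193 in *ups1*Δ cells, 1314 between treated genotypes and 1931 for the interaction. An adjusted p-value under 0.01 gave 1928 between untreated genotypes and 700 for tunicamycin in *ups1*Δ cells. The number of mating-type-specific and marker genes that differed fell to 6 in each medium with at least 10 counts in every library, since that filter removes genes at the limit of detection.

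Of the main gene set results, 168 of 178 kept their direction and side of the threshold. Camera with an estimated correlation left the medians in place but not past the threshold for core autophagy (0.51), rRNA processing (-0.52) and ribosomal protein genes (-0.54) between untreated genotypes, for rRNA processing (0.30) and ribosomal protein genes (-0.36) with tunicamycin in *ups1*Δ cells, and for the interaction of core autophagy (-1.14), mitochondrial translation (0.46) and sulfate assimilation (-2.59). With fry, rRNA processing in *ups1*Δ cells with tunicamycin (0.30) was not past it, and the interaction of UPR targets (0.55) was. These calls are before adjustment. After adjustment over the 23 sets and lists of each comparison, 2 calls of camera with an estimated correlation remained, the PDR genes and the iron regulon between untreated genotypes. The cause was not tested.

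Across fits that each left out one library, the core autophagy median between untreated genotypes ranged from 0.36 to 0.55, the UPR target interaction from 0.45 to 0.80, and the count for tunicamycin in *ups1*Δ cells from 728 to 1997. The direction changed for results near 0: *ATG17* from -0.072 to 0.026, *ATG12* from -0.11 to 0.16, *DER1* from -0.028 to 0.27, core autophagy with tunicamycin in *ups1*Δ cells from -0.19 to 0.012, the ribosome biogenesis term with tunicamycin in *ups1*Δ cells from -0.015 to 0.085, and UPR targets between treated genotypes from -0.14 to 0.19. *ATG17* was 0.029 with library size only, and *ATG12* was -0.0038 with all 12 libraries in one fit.

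Among named genes, 673 of 693 alternative values that kept all libraries were the same in direction and side of the threshold, 14 were weaker and 4 stronger. Among other gene sets this held for 284 of 308, with 23 weaker and 1 stronger. With single libraries left out, it held for 567 of 618 values of named genes, with 40 weaker and 5 stronger, and for 197 of 204 of other gene sets, with 3 weaker. Depth limits the fold changes of genes at the limit of detection, such as *LYS2* and *MET17*, to lower bounds. Replicate numbers did not pair the libraries, since correlations of paired replicates after removing group means passed 0.1 in 0, 0, 0 and 1 of 3 pairs. A block for them gave 3012 genes between untreated genotypes, 4350 and 1138 for tunicamycin in wild-type and *ups1*Δ cells, 3779 between treated genotypes and 3778 for the interaction, and changed the calls of 3 named genes, *JEM1* between untreated genotypes (-0.31, past the threshold) and *RPL33A* (-0.33) and *FMP48* (-1.88) with tunicamycin in *ups1*Δ cells (not past it).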

Differences from the paper's values

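For the lipid metabolic process in wild-type cells with tunicamycin, the paper's share of changed genes that were lower is about 52% in Fig. 4*C*, read by eye, against 22.2% here. None of the alternatives set before the data were examined closed the gap, and library size only gave 20.0%. For the carbohydrate metabolic process in *ups1*Δ cells with tunicamycin, the paper's share of changed genes that were higher is about 51% in Fig. 4*D*, read by eye, against 33.3% here. With no filter it was 50.0%, which closed the gap in number, and library size only (100%) and the other alternatives did not. Only 3 genes of this set changed in the main test, 1 of them higher, so single genes move the share. The filter is therefore not shown to account for the gap. The sets hold 10 and 6 genes here, from direct annotation only, whereas the paper used yeast GO-slim terms. The shares are thus not like measures.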

Other observations

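The tests of lysine and sulfate genes were chosen after the results were seen, and those of UPR targets, chromosomes, composition, length and GC content and mitochondrial DNA were not.

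The rRNA processing genes were lower in untreated *ups1*Δ cells, and library composition is argued against by a median of -0.42 with libraries scaled on the genes outside the 50 most abundant. Length and GC content are argued against by the 1st percentile of matched random sets, -0.14. For UPR targets, the median lies below the lower limit of random lists of the same expression level, -0.32. The largest distance of a chromosome's median log2 fold change from that of all genes was 0.169, on chromosome I, which argues against an extra or lost chromosome. Loss of mitochondrial DNA as a source of the higher *PDR3*, *PDR5* and *PDR15* could not be tested, since no library had more than 6 counts of mitochondrially encoded transcripts.

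With tunicamycin, all 12 UPR target genes were higher in both genotypes, with a median of 1.12 in wild-type cells (camera adjusted p = 0.00576, or 0.581 with an estimated correlation, and fry adjusted p = 0.00878) and 1.68 in *ups1*Δ cells (camera adjusted p = 3.65e-63). Between treated genotypes, 0 were past the threshold, and 1 was at an unadjusted p-value under 0.05, *SCJ1* (0.26), named after its value was seen. The interaction had a median of 0.55 (camera adjusted p = 0.266, fry adjusted p = 0.0309), with 7 of the 12 genes higher and 0 lower in edgeR (0 also at an unadjusted p-value under 0.05), and the median was 0.17 with library size only. Without treated wild-type replicate 2 it was 0.80 and past the threshold of camera before adjustment. Core autophagy genes rose in wild-type cells (median 1.24, 15 higher) and had a median of -0.15 in *ups1*Δ cells, which was 0.012 without untreated *ups1*Δ replicate 3.

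Lysine biosynthesis genes had a median of 0.47 in untreated *ups1*Δ cells, above the upper limit of random lists of the same expression level (0.31). They include *LYS20* (1.33), *LYS1* (1.14) and *LYS4* (-0.57), and camera with an estimated correlation gave an adjusted p = 0.407. Sulfate assimilation genes had a median of -0.11 (-0.25 without untreated *ups1*Δ replicate 2, -0.037 without replicate 3), inside the limits of such lists (lower limit -0.39). Of the 7 genes, 3 were lower and 1 higher at an adjusted p-value under 0.05 in edgeR. The fry test was past the threshold (adjusted p = 0.00197), as for every set and list of this comparison, and camera was not (adjusted p = 0.264). With tunicamycin the sulfate assimilation genes rose by 2.50 in wild-type and 0.24 in *ups1*Δ cells. The latter was past the threshold of camera before adjustment, but not without treated (0.19) or untreated (0.20) *ups1*Δ replicate 3. The interaction median was -2.59 (camera adjusted p = 0.00271, or 0.378 with an estimated correlation). It stayed at or below -2.38 when each library was left out and was -2.98 with library size only, so neither a single library nor scaling accounts for it. The absence of *MET17* counts in wild-type libraries may contribute, which was not tested.

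Of 13 genes the paper names outside the lists above, 4 differed between untreated genotypes. *UPS1* and *SCH9* (-0.26, adjusted p = 0.0237 in edgeR) were lower, and *MDM35* (0.55) and *UPS2* (0.48) higher. *SCH9* was not past the threshold with library size only (adjusted p = 0.0636 in edgeR) or in 4 of 6 fits that left out a library, such as without untreated *ups1*Δ replicate 1 (-0.19). *HAC1* (-0.20, adjusted p = 0.0602 in edgeR) was not past it, but was with DESeq2 size factors (adjusted p = 0.0472) and without untreated *ups1*Δ replicate 3 (-0.22). It was at -0.12 without untreated wild-type replicate 3. Counts per gene do not separate the spliced *HAC1* mRNA, which the paper measured by PCR. For *SCH9* the values here are transcripts, whereas the paper found the level of the Sch9 protein unchanged. Neither value is a like measure of the paper's.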
